# Identification of adipose tissue transcriptomic memory of anorexia nervosa

**DOI:** 10.1186/s10020-023-00705-7

**Published:** 2023-08-15

**Authors:** Rizaldy C. Zapata, Chanond A. Nasamran, Daisy R. Chilin-Fuentes, Stephanie C. Dulawa, Olivia Osborn

**Keywords:** Anorexia nervosa, Undernutrition, Transcriptomic memory, Adipose tissue, Calm2, Vps13d

## Abstract

**Background:**

Anorexia nervosa (AN) is a complex debilitating disease characterized by intense fear of weight gain and excessive exercise. It is the deadliest of any psychiatric disorder with a high rate of recidivism, yet its pathophysiology is unclear. The Activity-Based Anorexia (ABA) paradigm is a widely accepted mouse model of AN that recapitulates hypophagia and hyperactivity despite reduced body weight, however, not the chronicity.

**Methods:**

Here, we modified the prototypical ABA paradigm to increase the time to lose 25% of baseline body weight from less than 7 days to more than 2 weeks. We used this paradigm to identify persistently altered genes after weight restoration that represent a transcriptomic memory of under-nutrition and may contribute to AN relapse using RNA sequencing. We focused on adipose tissue as it was identified as a major location of transcriptomic memory of over-nutririon.

**Results:**

We identified 300 dysregulated genes that were refractory to weight restroration after ABA, including *Calm2* and *Vps13d*, which could be potential global regulators of transcriptomic memory in both chronic over- and under-nutrition.

**Conclusion:**

We demonstrated the presence of peristent changes in the adipose tissue transcriptome in the ABA mice after weight restoration. Despite being on the opposite spectrum of weight perturbations, majority of the transcriptomic memory genes of under- and over-nutrition did not overlap, suggestive of the different mechanisms involved in these extreme nutritional statuses.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s10020-023-00705-7.

## Introduction

Anorexia nervosa (AN) is a complex and serious disorder characterized by intense fear of weight gain and a disturbed body image, which encourage severe food restriction or other weight loss behaviors such as excessive physical activity. AN affects up to 4% of women and 0.3% of men (Eeden et al. 2021) and has the highest mortality rate of any psychiatric disorder. AN is notoriously difficult to treat, with patients showing a relentless pursuit to thinness by chronically restriciting food consumption and compulsively exercising. Alternations in neuronal networks controlling the homeostatic mechanisms regulating food intake and energy expenditure, as well as non-homeostatic mechanisms driven by affective and cognitive processes interact to drive or suppress feeding (Rossi and Stuber 2018). In addition, there is a high degree of crosstalk between both peripheral and central signals influencing food intake (Gupta et al. 2020; Torres-Fuentes et al. 2017).

Chronic metabolic diseases have been postulated to induce irreversible physiologic and cellular changes which encourage the development of new body weight set points (Speakman et al. 2011). For example, obese individuals that lose weight struggle to maintain a reduced body weight over time due to persistent molecular changes, that affect energy expenditure (Goldsmith et al. 2010; Rosenbaum et al. 2003, 2005) and appetite regulation (Sumithran et al. 2011; Doucet et al. 2000), which encourage weight re-gain. In rodent models, these persistent changes encompass the metabolome (Hernandez-Carretero et al. 2018), and transcriptome (Fischer et al. 2018; Zapata et al. 2022), particularly in the adipose tissue. Conversely, successful realimentation in AN results in weight restoration, but recidivism is common, and the rate of relapse is estimated to be ranging from 30 to 50% (Berends et al. 2016; Carter et al. 2012; Pike 1998). However, the underlying mechanisms driving AN recidivism is under studied.

The rodent Activity-Based Anorexia (ABA) model induces some of the core features of AN, including reduced food intake and hyperactivity despite profound weight loss (Zhang and Dulawa 2021). In the ABA paradigm, rodents are singly housed with running wheels and exposed to scheduled feeding. Under these conditions, animals develop compulsive wheel-running and decreased calorie intake despite extreme weight loss. Interestingly, female rodents develop greater hyperactivity and lose body weight faster than males during ABA, paralleling the female preponderance in AN. However, a limitation of this paradigm is that rodents often lose 25% of their body weight, termed “dropout”, from the paradigm very rapidly. In a typical experiment, all mice dropout in less than a week after the start of the experiment (Beeler et al. 2021; Ho et al. 2016; Schalla and Stengel 2019). Thus, the chronicity of most cases of AN in humans has not been adequately modeled. Here, we modified the prototypical ABA paradigm to mimic the persistency of AN and identified potential adipose-derived mediators of AN recidivism.

## Materials and methods

### Modified activity-based anorexia (ABA)

The animal care protocol was approved by UCSD IACUC. Nine-week-old female C57BL/6J mice were purchased from The Jackson Laboratory (Catalog #000664, Sacramento, CA) and were acclimated to experimental conditions (12:12 light-dark cycle, 22-25 °C, 40–50% humidity) for 3 days. We utilized 9-week old female mice as this age and gender reflect the higher prevalence of AN in adolescent females compared to males. In addition, C57BL/6 is a commonly used mouse strain in ABA (Robinette et al. 2020; Daimon and Hentges 2022; Miletta et al. 2020; Welch et al. 2019). Mice were singly housed and were adapted to running wheels for 7 days with *ad libitum* normal chow diet and water. Mice were randomized into 3 groups: Control (*ad libitum* food and access to running wheel, n = 8), ABA (scheduled feeding and access to running wheel, n = 8), and Weight Restored (WR, scheduled feeding followed by *ad libitum* feeding after 25% weight loss and access to running wheel, n = 8). ABA and WR mice were subjected to a progressive reduction in the duration of food access during the light period (Fig. 1A**)**. They were fed from 0900 to 1700 (8 h, Day 1–4), until 1500 (6 h, Day 5–7), until 1400 (5 h, Day 8–11), until 1200 (3 h, Day 12–14) and until 1100 (2 h, Day 15 to unitil the lose 25% of their initial body weight). ABA mice were sacrificed upon losing 25% of their baseline body weight. A yoked CON mouse was paired with an ABA mouse such that it was sacrificed when an ABA mouse dropped out of the experiment. WR mice were sacrificed once they regained and stabilized their pre-ABA body weight for 2 days (Fig. 1B**)**. Blood, hypothalamus and gonadal adipose tissues were collected, flash-frozen in liquid nitrogen and stored at -80 °C until analysis. The mouse experiment was performed once by a single investigator (RZ) and no blinding was implemented.

**Fig. 1:**
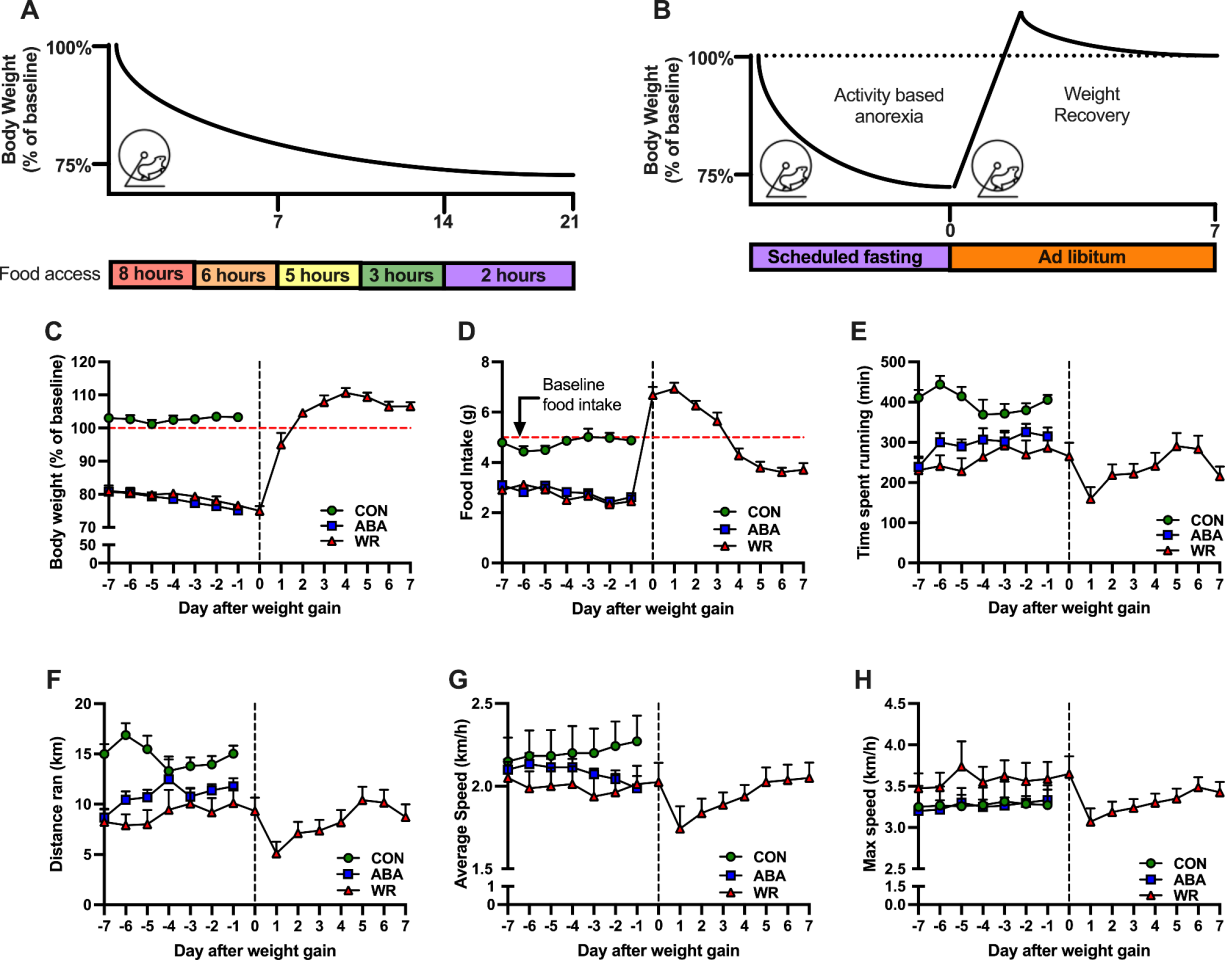
Modified Activity-Based Anorexia model in mice for the study of recidivsm. **(A)** Diagram of the progressive reduction in food access duration during ABA. **(B)** Study timeline of ABA with weight restoration period. **(C)** Body weight changes, as percent of of baseline, **(D)** Food intake, **(E)** Time spent running, **(F)** Distance ran, **(G)** Average and **(H)** Maximum running speed of CON (n = 8), ABA (n = 8) and WR (n = 8) mice. Data was expressed as mean SEM and analyzed with two-tailed repeated measures ANOVA followed by two-stage linear step-up procedure of Benjamini, Kreiger and Yekutieli with an FDR of 0.1. Significance was set at p < 0.5

### Quantitative real-time PCR and ELISA

Total RNA was isolated from the hypothalamus and purified using Trizol and alcohol precipitation. RNA concentration and quality were assessed using Nanodrop. cDNA was synthesized from 500 ng of RNA using High-Capacity cDNA transcription kit (Thermo Fisher). qPCR was performed using StepOne Plus (Applied Biosciences). Hypothalamic gene expressions of *Agrp, Npy, Pomc* and *Cart* were normalized to housekeeping *Hprt1* and *Pgk1* (Li et al. 2014). Primer sequences used are listed in Supplementary Table 6. Circulating plasma levels of leptin were measured in plasma by EZML-82 K (Millipore Sigma).

### RNA sequencing

The RNA seq was performed through the Institute of Genomic Medicine, UCSD. Total RNA was isolated from the gonadal WAT and purified using Trizol and commercial isolation kits (Qiagen RNAeasy). The quality of the RNA was assessed using the Tapestation 2200 (Agilent) and all samples passed an RNA Integrity score (RIN) above 7.5 denoting good quality RNA. Libraries were prepared using TruSeq Library prep kits (Illumina) and ran on the NovaSeq S4 (Illumina) to obtain an approximate coverage of 10 million reads per sample. Quality control of the raw fastq files was performed using the software tool FastQC v0.11.8. Sequencing reads were trimmed with Trimmomatic v0.38 and aligned to the mouse genome (GRCm38p6) using the STAR aligner v2.5.1a. Read quantification was performed with RSEM v1.3.0 and the Ensembl release 98 annotation. The R BioConductor packages edgeR and limma were used to implement the limma-voom method for differential expression analysis. In brief, lowly expressed genes—those not having counts per million (cpm) ≥ 1 in at least 5 of the samples—were filtered out and then trimmed mean of M-values (TMM) normalization was applied. The experimental design was modeled upon condition (~ 0 + condition). The voom method was employed to model the mean-variance relationship in the log-cpm values, after which lmFit was used to fit per-gene linear models and empirical Bayes moderation was applied with the eBayes function. Significance was defined by using an adjusted p-value cut-off of 0.05 after multiple testing corrections using a moderated t-statistic in limma. Functional enrichment of the differentially expressed genes was performed using WebGestalt (including GSEA13). To detect genes significantly changed by the ‘AN’ state that did not revert to their normal levels after weight restoration, we compared the DEGs in (ABA vs. CON) to (CON vs. WR) and identified genes that were no different.

### Rodent weight loss model

To identify common persistently changed genes in the adipose tissue during chronic perturbations in body weight, we cross-referenced the refractory genes of ABA with the refractory genes of overnutrition from our previous obesity-focused study (Zapata et al. 2022). In brief, 9–10 week old male C57BL/6J mice (#000664, Jackson Laboratories) were fed with either a 10% (LFD, D12450, Research Diets, New Brunswick, NJ) or 60% fat diet (HFD, D12492). After 9 weeks of HFD, half of the HFD-fed mice where switched to the LFD for 3 weeks to induce ~ 10% weight loss which is sufficient to restore glucose tolerance and insulin sensitivity to levels observed in lean, normal chow fed mice (Hernandez-Carretero et al. 2018; Li et al. 2010). The mice were then sacrificed, gonadal white adipose dissected and fractionated into adipocytes and stromal vascular fraction (SVF) from which RNA was extracted and purified as described above.

### Statistics

All data are expressed as mean ± standard error of mean. Biological replicates are indicated in the figure legends. Statistics were carried out using GraphPad 8.1. Normal distribution was tested using Shapiro-Wilk test prior to proceeding with two tailed one-way ANOVA or a two-way ANOVA with repeated measures followed by post hoc tests involving two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli corrections for multiple comparisons with a false discovery rate of 0.10, whenever applicable. Outliers were detected using the ROUT method. Statistical significance was set at α = 0.05.

## Results

### Modified ABA paradigm increased time to drop-out

We designed our ABA paradigm to prolong the induction of weight loss by progressively decreasing food access time from 8 to 2 h over a period of 3 weeks (Fig. 1A). The mice on ABA lost 25% of their baseline weight on an average 15.5 ± 3.2 days (range 9–20 days), compared to less than 7 days in most published studies (Beeler et al. 2021; Ho et al. 2016; Schalla and Stengel 2019). In addition, despite a 25% weight loss and decreased food intake, ABA mice were hyperactive and did not exhibit any signs of sickness. Due to varying times of dropout and for efficient graphical representation, we adjusted the timeline for each animal to assign the day of 25% weight loss as Day 0 (Fig. 1B). This adjustment made each animal, at a given time, very similar in terms of phenotype as a response to ABA. On average, WR regained the weight back after 7 days of *ad libitum* feeding (Fig. 1C). Overall, ABA mice ate 50% less food compared to CON (2.5 g vs. 5 g). During the first 3–4 days of the weight regain, WR mice ate an average of 6.38 g (5.65–6.94 g). Surprisingly, thereafter, mice ate 25% less food compared to CON levels (3.84 g vs. 5 g) (Fig. 1D). During the scheduled fasting, ABA and WR had decreased running time and distance ran compared to CON while ABA and WR did not have significant difference running time spent (Fig. 1E) and distance ran (Fig. 1F). There were also no difference in average speed (Fig. 1G) and maximum speed (Fig. 1H). In WR group, running time, distance ran, average and maximium running speed during scheduled fasting and ad libitum feeding did not differ.

### Weight-restored ABA mice expressed markers that supress appetite

Several reports have examined the changes in adipose tissue biology during weight restoration. Waist-to-hip ratio, total trunk fat, visceral and intramuscular adipose tissue were significantly greater in the weight-recovered patients than in the control subjects (Mayer et al. 2005, 2009). It has been reported that there are significantly higher leptin levels in AN patients at target weight than in healthy controls after adjustment for BMI and percent body fat long after weight restoration (Holtkamp et al. 2003, 2004). When AN patients relapse to a lower body weight, it is speculated that high leptin levels represent a counter-regulatory response predisposing to renewed weight loss. 

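Perigonadal white adipose tissue RNA of 6 ABA and 6 CON mice was compared by sequencing. *Lep*, which encodes the satiety hormone leptin, was 89.2-fold lower in ABA than in CON. In the authors' deposited table its log2 fold change was -6.48 (SE 0.85, adjusted p = 1.11e-05), and the 95% confidence interval computed from this SE ran from -8.26 to -4.70. *Lep* (ENSMUSG00000059201) lies on chromosome 6 of GRCm38 from 29060220 to 29073877. In Fig. 2C of the paper, which plots *Lep* in CPM, 1 ABA library lies far above the others, and it weighs less in a fold change on the log scale than in a mean of CPM. Other adipocyte genes moved in both directions. Of 22 adipocyte marker genes, 7 were lower in ABA and 3 were higher, over all genes and when adjusted over the list alone, and neither direction was over-represented (Fisher's exact test, adjusted p = 0.630 and 0.755). The lipid droplet coat gene *Plin4* was 2.35-fold lower (log2 fold change -1.23, SE 0.16, adjusted p = 1.22e-05, in the authors' deposited table), and the triglyceride lipase gene *Pnpla2* was 1.64-fold higher (log2 fold change 0.71, SE 0.13, adjusted p = 0.000347). Of 22 adipokines and other secreted factors, 8 were lower and 6 were higher (Fisher's exact test, p = 0.229 and 0.435 before adjustment, with the same counts adjusted over the list alone). Among them, the growth factor *Igf1* was 5.03-fold lower and *Nampt*, an enzyme of NAD synthesis that adipose tissue also secretes, was 2.85-fold higher (log2 fold changes -2.33, SE 0.23, and 1.51, SE 0.14, in the authors' deposited table).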

Here, we found that adipose tissue expression and plasma concentrations of leptin were reduced during ABA, reflecting the decreased adipose tissue mass. However, despite CON and WR having similar amounts of gonadal adipose tissue, a type of visceral adipose tissue (Fig. 2A), WR mice have increased circulating levels of leptin (Fig. 2B) but without any difference gene expression in the adipose tissue (Fig. 2C) Noteworthy, these data coincided with the decreased food intake observed between day 5–7 of weight regain in WR mice. Thus, our model can be used to examine to role of hyperleptinemia in the hypophagia that happens during AN recidivism.

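In the RNA seq data, *Lep* of 6 WR mice was 96.6-fold higher than in 6 ABA mice, a log2 fold change of 6.59 (SE 0.84, adjusted p = 8.12e-06) in the authors' deposited table. Against CON, the log2 fold change derived from both comparisons was 0.12 with a 95% confidence interval of -1.65 to 1.88, so neither a rise nor a fall of up to about that size can be excluded. WR had thus undone 102% of the ABA change. Of the 22 adipocyte marker genes, 1 differed between WR and CON, the adipokine gene *Cfd* (complement factor D, also called adipsin), which was 1.83-fold lower in WR. Of the 22 secreted factors, 5 were higher in WR than in CON (*Orm2*, *Apln*, *Angptl4*, *Pltp* and *Sparc*) and 2 were lower (*Cfd* and *Gpx3*), and the counts adjusted over the list alone were the same. *Angptl4*, an inhibitor of lipoprotein lipase, was 1.62-fold higher and *Sparc*, a collagen-binding matrix protein, was 1.84-fold higher (log2 fold changes 0.69, SE 0.16, and 0.88, SE 0.26, in the authors' deposited table). The rise of this list passed Fisher's exact test (adjusted p = 0.0098), but not with genes called at an adjusted p under 0.01 (adjusted p = 0.0785) or against random lists matched on average expression (adjusted p = 0.0544). The list was fixed after the genes changed in WR against CON had been seen. The paper itself names *Orm2*, *Apln*, *Cfd* and *Gpx3* among its changed genes, so this test was not blind to the calls.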

**Fig. 2:**
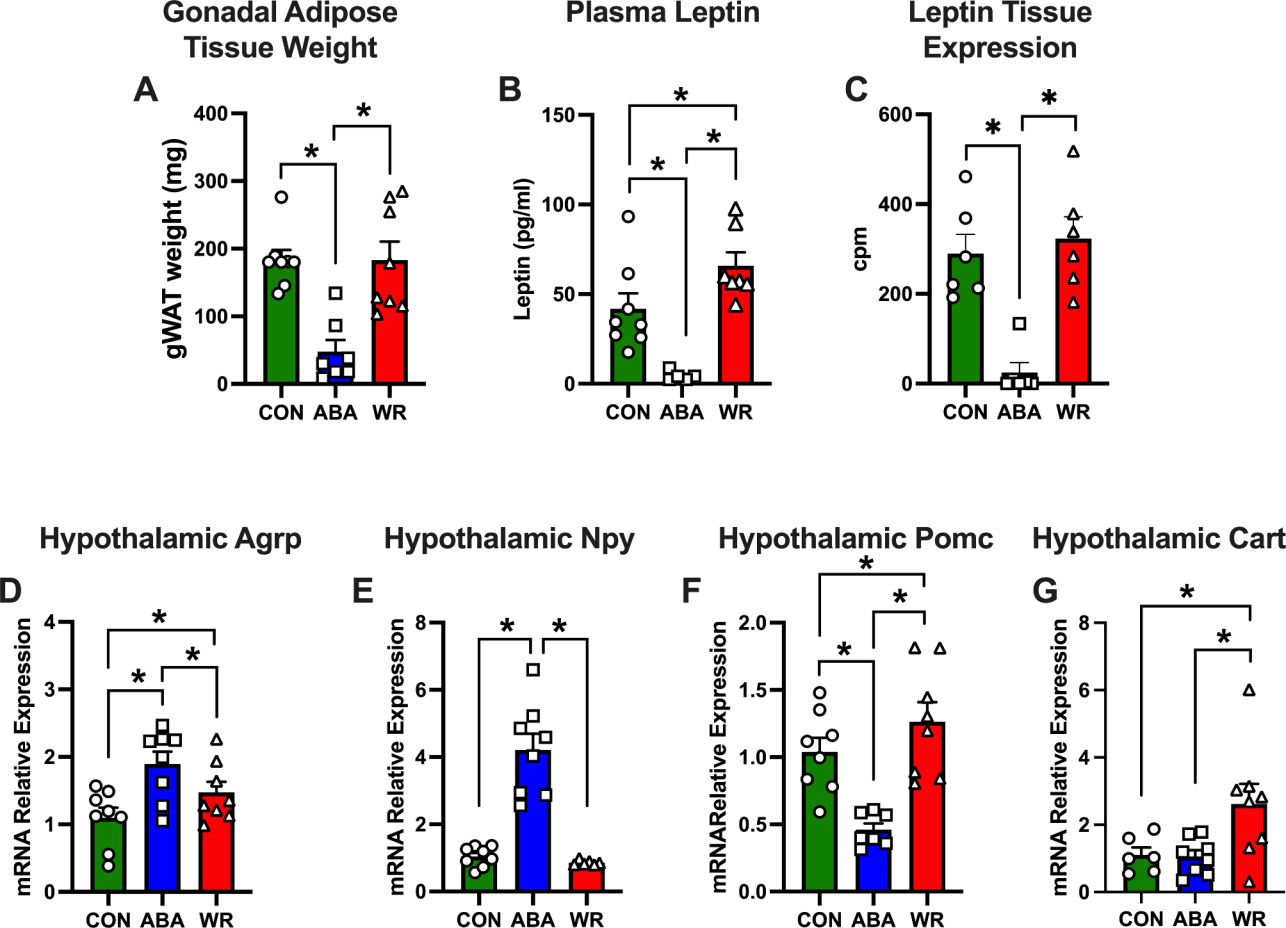
Weight Restored ABA mice expressed markers that supress food intake. **(A)** Gonadal adipose tissue weight (CON: n = 8, ABA: n = 7 and WR: n = 8), **(B)** Leptin plasma concentrations (CON: n = 8, ABA: n = 5 and WR: n = 7), **(C)** Adipose tissue leptin mRNA expression (CON: n = 6, ABA: n = 6 and WR: n = 6. and the hypothalamic expression of the neuropeptides **D.***Agrp*, **E.***Npy*, **F.***Pomc*, and **G.***Cart* in CON (n = 6–8), ABA (n = 7–8) and WR (n = 8) mice. Data was expressed as mean SEM and analyzed with two-tailed one-way ANOVA followed by two-stage linear step-up procedure of Benjamini, Kreiger and Yekutieli with an FDR of 0.1. Significance was set at p < 0.5

In the hypothalamus, we also found that the levels of the orexigenic genes *Agrp* (Fig. 2D) and *Npy* (Fig. 2E) increased during ABA, a reflection of the increased hunger. Surprisingly, although *Npy* levels were comparable between CON and WR, *Agrp* levels were increased in WR compared to CON. We also measured the expression of genes that code for anorexigenic peptides. We observed that *Pomc* (Fig. 2F) was reduced in ABA while *Cart* (Fig. 2G) was unchanged. However, both genes were upregulated during WR compared to CON.

### White adipose tissue retain a transcriptomic memory of undernutrition

We performed RNA seq studies of the perigonadal white adipose tissue to identify (I) genes that were changed with AN [CON vs. AN], (II) AN genes that were upregulated or downregulated beyond CON levels after WR [CON vs. WR] and (III) persistently changed genes with AN after weight restoration [CON vs. AN] - [CON vs. WR]. 

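The data comprise 18 libraries of perigonadal white adipose tissue, 6 each from CON, ABA and WR, and each library is labelled as a separate mouse. ABA mice had lost 25% of their body weight under scheduled feeding with a running wheel, and WR mice had then regained it on ad libitum food. The paper's Methods pair each CON mouse with an ABA mouse by the time of sacrifice, a pairing that the authors' model does not include. They describe no such pairing for WR mice, which were sacrificed after they had regained and held their weight. WR against CON can therefore also hold differences of age and of time with the wheel, which were not tested. The paper's Methods give an approximate depth per sample. The depth of each library was not analysed here, since the values used are per-gene comparisons and not counts. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38.p6 with STAR and estimated counts per gene with RSEM. They kept genes with at least 1 CPM in at least 5 samples, scaled by TMM and fitted limma-voom with condition as the only term, over all 18 libraries. Their tables hold, per gene, a log2 fold change, the average log2 CPM, a moderated t, a p-value and its Benjamini-Hochberg adjusted value. The table of WR against ABA lists all 16272 tested genes, 13561 of them protein-coding, whereas the tables of ABA and of WR against CON list only the genes with an adjusted p under 0.05. From these values, the SE of each log2 fold change was computed as the fold change divided by its t, and 95% confidence intervals used the 18.4 degrees of freedom recovered from t and p. For ABA genes that the table of WR against CON does not list, WR against CON was derived as the sum of ABA against CON and WR against ABA, an identity that held to 1.02e-14 over the 602 genes listed in both tables. This identity also fixed the signs of the tables relative to each other, and *Lep*, which the paper found reduced in ABA, fixed their common sign. By both, the table of WR against CON gives WR minus CON. With its sign turned, the smallest difference over the same genes would be 0.327 on the log2 scale. A "changed" gene below has an adjusted p under 0.05 from limma in the authors' deposited tables, and of 37 lists of genes (pathways, cell type markers, markers of neighbouring tissues and 2 sets of genes named in the study) the 34 with at least 5 tested genes were tested for over-representation with Fisher's exact test. The lists were fixed after all genes changed in WR against CON, and part of those of the other comparisons, had been seen. None of the list tests below was therefore fully blind to the calls. Reads shared between near-identical copies were divided by RSEM's estimate, so the values of multigene families such as *Mup*, *Acot*, *Serpina3* and *Cyp2* genes are uncertain, as are those of overlapping and antisense genes.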

Principal component analysis (Fig. 3A) showed that AN transciptomic profile clustered distinctly from CON and WR on PC1 while CON and WR clustered closer to each other on PC1 but not on PC2. 

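Of the genes changed against CON, ABA had far more than WR. By the authors' deposited table, 3393 genes of all biotypes were higher and 4138 lower in ABA than in CON, with a median change of 1.53-fold, whereas 657 were higher and 517 lower in WR than in CON, with a median of 1.44-fold. Between WR and ABA, 4070 genes were higher and 3398 lower in WR. Among the ABA genes, 5152 also changed between WR and ABA but not between WR and CON, a group that includes *Lep* and the collagen genes *Col1a1* and *Col3a1*. A further 1777 passed the threshold only in ABA against CON, and 302, such as the apelin gene *Apln* and the fibrillin gene *Fbn1*, passed it in each of the 3 comparisons. Of the genes changed in WR but not in ABA against CON, 466 also changed between WR and ABA, such as the peroxidase gene *Gpx3*, and 106 passed the threshold in WR against CON alone. Of the WR genes, 51.3% were also ABA genes, compared to 45.9% of the other tested genes (odds ratio 1.24, Fisher's exact test, two-sided p = 0.000377). Genes are not independent replicates, and both comparisons share the CON libraries.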

Figure 3B illustrates the numbers of genes that are either differentially expressed (DEG) among the 3 groups. 

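Among the genes with large falls in ABA, *Nnat*, a small membrane proteolipid, fell 36.5-fold, *Adamts16*, a secreted metalloproteinase, 54.3-fold, the potassium channel *Kcnj14* 29.2-fold, the oxytocin receptor *Oxtr* 25.7-fold and *Sncg* (synuclein gamma) 21.6-fold. Their log2 fold changes in the authors' deposited table were -5.19 (SE 0.47), -5.76 (SE 0.66), -4.87 (SE 0.56), -4.68 (SE 0.74) and -4.44 (SE 0.45), with adjusted p-values from 3.61e-07 to 6.71e-05. *Ngfr*, a neurotrophin receptor, had a log2 fold change of -5.65 (SE 1.70, adjusted p = 0.0112) and the water channel *Aqp5* one of -5.51 (SE 0.93, adjusted p = 0.000124) in the same table, each with a wide 95% confidence interval (-9.20 to -2.09 and -7.45 to -3.57). *Ngfr* no longer passed the threshold with the Benjamini-Yekutieli adjustment. *Col15a1* and *Col1a1* fell 15.1-fold and 14.2-fold. Of 46 extracellular matrix genes, 39 fell and 2 rose (Fisher's exact test, adjusted p = 2.84e-15 for the fall), and of 22 markers of fibroblasts and adipose progenitors, 17 fell and 3 rose (adjusted p = 4.34e-06 from the same test), each with the same counts when adjusted over the list alone. Among the genes with large rises, the cytochrome P450 gene *Cyp2b10* rose 71.9-fold (log2 fold change 6.17, SE 1.38, adjusted p = 0.0014, in the authors' deposited table), *Acot5* 34.8-fold (log2 5.12, SE 1.21, adjusted p = 0.0022) and *Acot3* 24.3-fold (log2 4.60, SE 0.59, adjusted p = 9.86e-06). The tyrosine-degrading enzymes *Tat* and *Hpd* rose 30.3-fold and 18.3-fold, the stress-response gene *Trp53inp1* 16.6-fold, the transcription factor *Irf4* 13.9-fold and *Gnrhr*, the receptor of gonadotropin-releasing hormone, 20.7-fold (log2 4.37, SE 0.47, adjusted p = 1.76e-06, in the authors' deposited table). *Acot5*, *Gnrhr* and *Aqp5* had an average below 0 log2 CPM (-1.48, -0.69 and -0.65 in the authors' deposited table), where folds are least precise.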

Comparing ABA and CON, 6588 protein-coding (3954 were upregulated, 2634 upregulated) DEGs (Supplementary Table 1) were identified, with *Lep* (leptin), *Adamts16* (A disintegrin and metalloproteinase with thrombospondin motifs 16), *Ngfr* (nerve growth factor receptor), *Aqp5* (aquaporin 5), *Nnat* (neuronatin), *Cyp2b10* (cytochrome P450 2B10), *Acot5* (acyl-coenzyme A thioesterase 5), *Tat* (tyrosine aminotransferase), *Acot3* (acyl-coenzyme A thioesterase 3), *Gnrhr* (gonadotropin-releasing hormone receptor) being notable DEGs between these two groups (Fig. 3C). When filtered using adjusted *p*-values, we identified *Cyp2d22* (human ortholog Cyp2d6, cytochrome P450 2D6), *Cnst* (consortin), *Dnajb6* (DnaJ heat shock protein family (Hsp40) member B6*), Rorc* (RAR related orphan receptor C), *Galnt15* (polypeptide N-acetylgalactosaminyltransferase 15), *Kctd11* (potassium channel tetramerization domain containing 11), *Mgl2* (macrophage galactose N-acetyl-galactosamine specific lectin 2), *Col3a1* (collagen type III alpha 1 chain), *Adcy5* (adenylyl cyclase type V), *Cdc42ep2* (Cdc42 effector protein 2) to be top 10 DEGs (Fig. 3D). 

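The genes with the smallest adjusted p-values changed by less than those with the greatest folds but with smaller errors. *Cyp2d22* (ENSMUSG00000061740, chromosome 15 from 82370527 to 82380260) rose 4.41-fold, and its log2 fold change in the authors' deposited table was 2.14 (SE 0.13, adjusted p = 3.42e-08). *Cnst*, which helps to deliver connexins to the cell surface, rose 3.44-fold, the chaperone *Dnajb6* 1.99-fold and the glycosyltransferase *Galnt15* 6.38-fold. Among these genes with the smallest adjusted p-values, the collagen gene *Col3a1* fell most (11.8-fold), followed by the adenylyl cyclase *Adcy5* (7.11-fold). The macrophage lectin *Mgl2* (4.54-fold), *Cdc42ep2* (2.60-fold) and *Kctd11* (2.38-fold) fell less. The SEs of the genes in this set ran from 0.06 for *Dnajb6* to 0.25 for *Col3a1* on the log2 scale. Glucocorticoid-responsive genes and genes of fuel oxidation and autophagy rose. Of 22 glucocorticoid-responsive genes, 21 rose, by a median of 2.18 on the log2 scale (adjusted p = 2.88e-12, Fisher's exact test), among them *Fkbp5* (10.3-fold), *Fmo2* (6.28-fold) and *Hsd11b1*, which makes active glucocorticoid (8.40-fold). Of 62 genes of oxidative phosphorylation, 39 rose and none fell (adjusted p = 1.81e-11), with a median rise of 0.48 on the log2 scale and the largest in *Ndufa6* (1.99-fold). Of 32 genes of fatty acid oxidation and PPAR targets, 22 rose and 1 fell (adjusted p = 9.60e-08), among them *Pdk4*, which spares glucose (8.72-fold), and *Ehhadh* of the peroxisome (5.85-fold). Of 29 FoxO and autophagy genes, 22 rose and 4 fell (adjusted p = 5.62e-09), and *Map1lc3b*, which encodes an autophagosome protein, rose 1.76-fold. Genes of the interferon response and markers of monocytes and dendritic cells fell. Of 28 type I interferon response genes, 20 fell and 1 rose (adjusted p = 4.12e-06), among them *Zbp1* (3.05-fold) and *Ddx58* (1.94-fold), and of 16 monocyte and dendritic cell markers, 10 fell (adjusted p = 0.0116), among them *Ccr2* (3.57-fold). Of 24 macrophage markers, 12 fell and 3 rose (adjusted p = 0.0366), a call lost against random lists matched on average expression (adjusted p = 0.113). Of 32 cell cycle genes, 17 fell and 1 rose (adjusted p = 0.00616), a call lost with genes called at an adjusted p under 0.01 (adjusted p = 1.00). Of 20 circadian clock genes, 8 rose and 4 fell, and neither direction passed (adjusted p = 0.125 and 0.889). All of these counts were the same when adjusted over the list alone, and all p-values of lists are from Fisher's exact test.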

Gene set enrichment analysis detected the following pathways to be enriched: progesterone signaling, lymphatic vessel during metastasis and hematopoiesis (Fig. 3E).

**Fig. 3:**
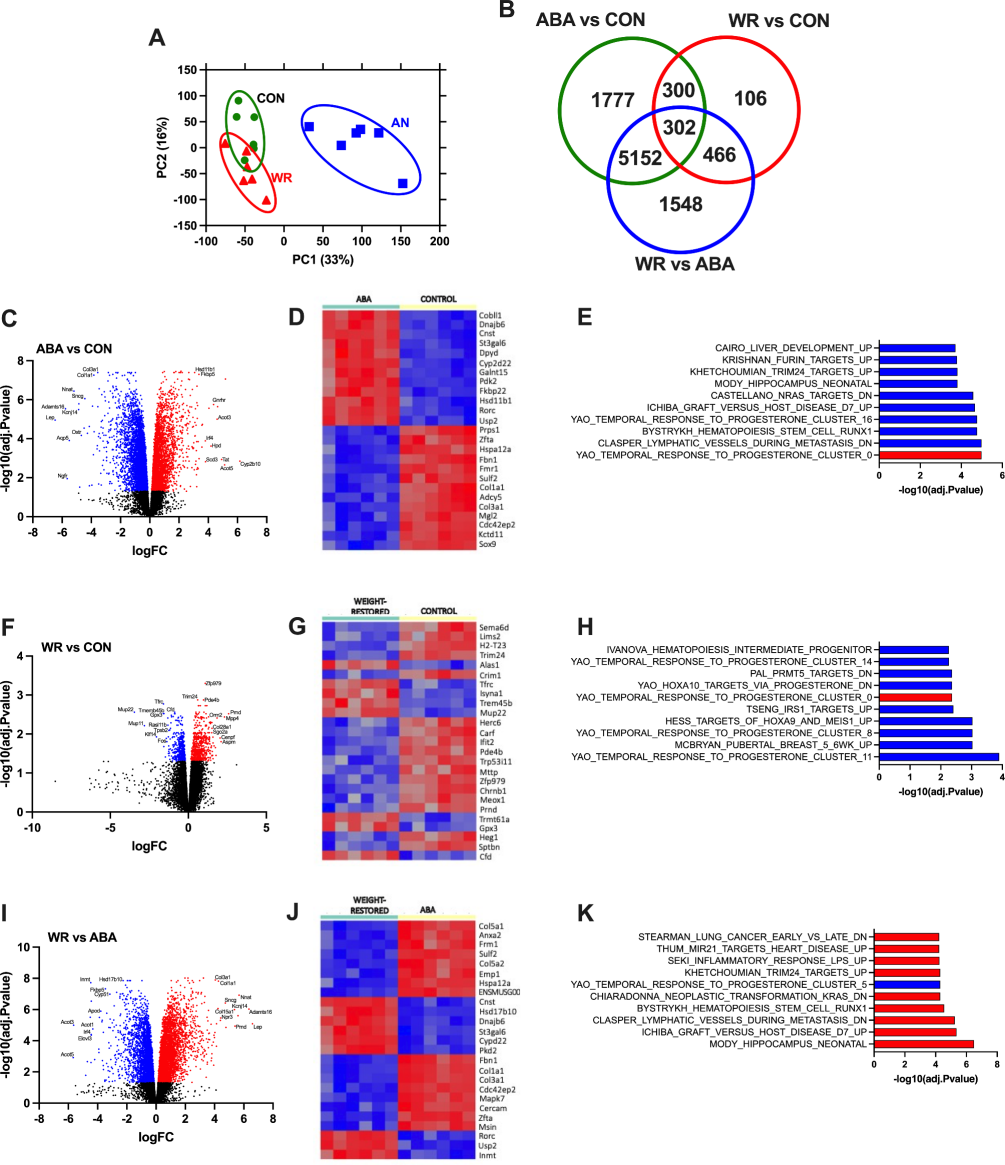
Metabolic memory of AN. **(A)** Principal component analysis of all genes CON (n = 6), ABA (n = 6) and WR (n = 6), **(B)** Venn diagram showing the number of differentially and similarly expressed genes after intersecting the DEGs between ABAvsCON, WRvsCON and WRvsABA. **(C)** Volcano plot of the DEGs, **(D)** Heatmap of the top 25 upregulated and downregulated genes filtered using adjusted *p* value, **(E)** Top 10 enriched pathways using GSEA in ABAvsCON. **(F)** Volcano plot of the DEGs, **(G)** Heatmap of the top 25 upregulated and downregulated genes filtered using adjusted *p* value, **(H)** Top 10 enriched pathways using GSEA in WRvsCON, **(I)** Volcano plot of the DEGs, **(J)** Heatmap of the top 25 upregulated and downregulated genes filtered using adjusted *p* value, **K.** Top 10 enriched pathways using GSEA in WRvsABA. Red points and bars mean upregulated, blue point and bars mean downregulated, black points are not different bewtween the two groups compared

When WR was compared to CON, despite having similar body weights and adiposity, 503 downregulated and 541 upregulated genes were found (Fig. 3B, Supplementary Table 2). 

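In WR, genes of cell division, matrix, vessels and interferon were higher than in CON, and genes that build ribosomes were lower. Of 32 cell cycle genes, 15 were higher in WR and none was lower (Fisher's exact test, adjusted p = 2.15e-11), among them *Prc1* (2.98-fold), *Mki67*, a marker of dividing cells (3.15-fold), and *Kif23* (2.59-fold). Of 46 extracellular matrix genes, 12 were higher (adjusted p = 1.82e-06), among them *Postn* and *Bgn* with log2 fold changes of 0.80 (SE 0.13) and 0.80 (SE 0.13) in the authors' deposited table. Of 28 type I interferon response genes, 12 were higher (adjusted p = 9.71e-09), among them *Herc6* (1.58-fold), *Xaf1* (1.53-fold) and *Cmpk2* (1.44-fold). Of 18 blood endothelial markers, 9 were higher (adjusted p = 1.61e-07), and the tight junction gene *Cldn5* rose 2.56-fold (log2 1.35, SE 0.26, adjusted p = 0.00923, in the authors' deposited table) and *Robo4* 2.32-fold. Of 16 pericyte and smooth muscle markers, 3 were higher as well, *Rgs5* (2.00-fold), *Abcc9* and *Notch3* (adjusted p = 0.130, Fisher's exact test). Of 40 ribosome biogenesis genes, 11 were lower and none was higher (adjusted p = 4.09e-07), among them *Nhp2* (1.55-fold) and *Ddx21* (1.32-fold). Of 25 endoplasmic reticulum stress genes, 4 were lower (*Xbp1*, *Calr*, *Hspa5* and *Manf*, adjusted p = 0.0425). The adjustment also counts the lists of genes named in the study, chosen on these samples, which lowers this value near the threshold. Of 9 granulocyte and mast cell markers, 7 were lower (adjusted p = 2.43e-08), including the mast cell proteases *Tpsb2* (2.38-fold), *Cpa3* (2.28-fold) and *Mcpt4* (2.20-fold). Of 22 immediate early genes, which respond within minutes to handling and to many stimuli, 5 were lower and *Klf6* was higher (adjusted p = 0.00403), with *Fos* 2.58-fold and *Egr1* 2.11-fold lower. Each of these counts was the same when adjusted over the list alone, a lower bound here because only changed genes are listed. The lists were fixed after the genes changed in WR against CON had been seen, so these tests were not blind to the calls. With genes called at an adjusted p under 0.01, the over-representation of the matrix (adjusted p = 0.242), ribosome biogenesis (0.584), cell cycle (1.00), endoplasmic reticulum stress (1.00) and blood endothelial genes (0.513) was lost, and that of endoplasmic reticulum stress was also lost against random lists matched on average expression (adjusted p = 0.232).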

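The major urinary protein genes *Mup22* and *Mup11*, whose products bind pheromones, were 11.0-fold and 7.03-fold lower in WR (log2 fold changes -3.46, SE 0.50, adjusted p = 0.00275, and -2.81, SE 0.51, adjusted p = 0.00612, in the authors' deposited table), and as close copies on chromosome 4 their reads can be shared. *Orm2*, which encodes the plasma carrier orosomucoid, was 3.60-fold higher (log2 1.85, SE 0.31, adjusted p = 0.00389, in the authors' deposited table). *Klf14*, a regulator of adipocyte gene expression, was 4.11-fold lower, with an average of -0.69 log2 CPM in the authors' deposited table, and the secreted peroxidase *Gpx3* was 3.02-fold lower (log2 -1.60, SE 0.24, adjusted p = 0.00298). *Prnd*, a prion-like protein, was 6.01-fold higher (log2 2.59, SE 0.40, adjusted p = 0.00302, in the authors' deposited table), the scaffold gene *Mpp4* 5.00-fold (log2 2.32, SE 0.38, adjusted p = 0.00364), the mitotic spindle gene *Aspm* 4.31-fold and the kinetochore gene *Cenpf* 4.10-fold. Further protein-coding genes among the 10 largest rises were *Iqgap3* (3.43-fold), *Knl1* (2.96-fold) and *Tpx2* (2.90-fold), which also act in cell division, and among the largest falls *Cish*, a suppressor of cytokine signaling (2.76-fold), the adenylyl cyclase *Adcy2* (2.66-fold) and *Rasl11b* (2.47-fold). With the Benjamini-Yekutieli adjustment, *Mup11*, *Klf14*, *Aspm* and *Cenpf* no longer passed the threshold.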

The DEGs *Mup22* (major urinary protein 1*), Mup11* (major urinary protein 11), *Klf14* (Krueppel-like factor 14), *Gpx3* (glutathione peroxidase 3), *Prnd* (prion-like protein doppel), *Mpp4* (MAGUK p55 subfamily member 4), *Aspm* (abnormal spindle-like microcephaly-associated protein homolog), *Cenpf* (centromere protein F) *and Orm2* (alpha-1-acid glycoprotein 2) had the greatest fold change between WR and CON (Fig. 3F). 

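The genes with the smallest errors relative to their change were mostly higher in WR. *Zfp979*, a zinc finger gene on chromosome 4 from 147611937 to 147642513, was 2.12-fold higher in WR than in CON (log2 fold change 1.08, SE 0.12, adjusted p = 0.0005, in the authors' deposited table). The cAMP-degrading enzyme *Pde4b* had a log2 fold change of 0.98 (SE 0.12, adjusted p = 0.00134), the coregulator *Trim24* one of 0.61 (SE 0.08, adjusted p = 0.00134), the interferon-induced *Ifit2* one of 0.77 (SE 0.10, adjusted p = 0.00188) and the semaphorin *Sema6d* one of 0.67 (SE 0.09, adjusted p = 0.00188) in the authors' deposited table. *Crim1*, which binds growth factors, was 1.56-fold higher, the acetylcholine receptor subunit *Chrnb1* 2.12-fold and *Trp53i11* 2.28-fold. *Tfrc*, which takes up transferrin-bound iron, was 3.00-fold lower in WR (log2 -1.59, SE 0.21, adjusted p = 0.00169, in the authors' deposited table). *Trim24*, *Ifit2* and *Tfrc* had changed in the same direction in ABA (log2 fold changes 0.48, 0.62 and -1.55 against CON in the authors' deposited table). *Pde4b* was lower in ABA (-0.45, SE 0.14, adjusted p = 0.0163, in the same table) and higher in WR, and the other 5 did not pass the threshold in ABA. Each of these 9 genes passed the threshold in WR with the Benjamini-Yekutieli adjustment too.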

If we screen using adjusted *p*-values, *Zfp979* (zinc finger protein 979), *Trim24* (transcription intermediary factor 1-alpha), *Pde4b* (cAMP-specific 3’,5’-cyclic phosphodiesterase 4B), *Tfrc* (transferrin receptor protein 1*), Ifit2 (interferon-induced protein with tetratricopeptide repeats 2), Sema6d (*semaphorin-6D*), Crim1 (*cysteine-rich motor neuron 1 protein), *Chrnb1* (acetylcholine receptor subunit beta*), Trp53i11 (*tumor protein p53-inducible protein 11*) and Mup22* were identified to be top 10 DEGs (Fig. 3G). In addition, progesterone signaling, pubertal breast, targets of Hoa9 and Meis1 pathways were discovered to be significantly enriched (Fig. 3H).

We then determined ABA genes that did not revert to normal after weight restoration (Supplementary Table 3). 

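Most ABA genes were back near their CON level in WR. For each of the 7531 genes changed in ABA, the share of the ABA change undone in WR was computed as WR minus ABA divided by CON minus ABA. The median share was 87.9%, with quartiles of 60.9% and 116%. It was 90.7% for the 4138 genes that fell in ABA and 84.9% for the 3393 genes that rose. For 5552 genes (73.7%), the 95% confidence interval of WR minus CON included 0. Under 50% of the change was undone in 1349 genes (17.9%) and over 150% in 671 genes (8.91%), so that the latter had passed their CON level by more than 50% of the ABA change. Genes of glucocorticoid response were undone by a median of 92.2%, such as *Fkbp5* (103%), and extracellular matrix genes by 121%, such as *Col1a1* (112%). Oxidative phosphorylation genes were undone by a median of 155%, with each of the 39 ABA genes beyond 100%, such as *Ndufa6* (116%). These shares rest on the same libraries and are not independent. Of all 62 genes of that list, 3 were lower in WR than in CON, 0 of them when adjusted over the list alone. Of the list, 1 gene was both higher in ABA and lower in WR than in CON. Immediate early genes were undone by a median of 48.5%. The 18 ribosome biogenesis genes changed in ABA, 6 higher and 12 lower, had a median of 33.3% with quartiles of 0.438% and 132%, and 6 of them were beyond 100%. A share above 100% in a single gene lies within its error where the interval of WR minus CON includes 0, and a share below 0% where that of WR minus ABA does. The genes were selected by a called difference of ABA and CON, which is also the divisor of the share. Error in the CON libraries can therefore lower the shares, and a share under 100% does not by itself show an incomplete return.

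**Figure D1:**
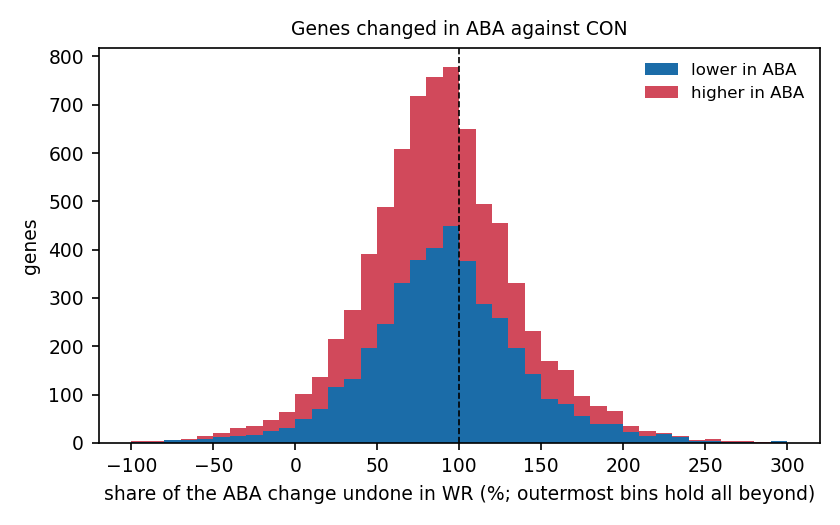
Histogram of the share of the ABA change undone in WR (%, horizontal axis) against the number of genes (vertical axis) for the 7531 genes changed in ABA, stacked by genes lower and higher in ABA. The dashed line marks 100%, a full return to CON, the outermost bins hold all genes beyond them, and the median lies at 87.9%.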

We identified *Inmt* (indolethylamine N-methyltransferase), *Chchd10* (coiled-coil-helix-coiled-coil-helix domain-containing protein 10), *Aff2* (AF4/FMR2 family member 2), *Mrgprb1* (Mas-related G-protein coupled receptor member B1), *Fmo1* (flavin-containing monooxygenase 1), *Prnd, Aplnr (apelin receptor), Ptchd4* (patched domain-containing protein 4), *Apln* (apelin), and *Top2a* (DNA topoisomerase 2-alpha) to have the greatest fold change between WR and ABA (Fig. 3F). 

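In these genes WR lay on the other side of CON from ABA. *Inmt*, which methylates indole amines, was 22.0-fold lower in WR than in ABA (log2 fold change -4.46, SE 0.31, adjusted p = 1.89e-08, in the authors' deposited table). It had risen in ABA (log2 3.23, SE 0.28, adjusted p = 2.01e-07) and was below CON in WR (log2 -1.23, SE 0.31, adjusted p = 0.0247) in the corresponding tables. The mitochondrial gene *Chchd10* was 4.61-fold lower than in ABA, the nuclear gene *Aff2* 4.25-fold, the mast cell receptor *Mrgprb1* 3.84-fold and the monooxygenase *Fmo1* 3.47-fold, and each was above CON in ABA and below it in WR. The other 5 genes ran the opposite way. *Prnd* was 42.2-fold higher in WR than in ABA, *Ptchd4* 16.2-fold, *Apln* 12.0-fold and *Top2a* 11.6-fold, and *Aplnr* had a log2 fold change of 4.39 (SE 0.53, adjusted p = 5.01e-06) in the authors' deposited table. For the peptide hormone *Apln* and its receptor *Aplnr*, the log2 fold changes against CON were -2.23 (SE 0.40) and -3.19 (SE 0.54) in ABA and 1.36 (SE 0.24) and 1.20 (SE 0.30) in WR, as the authors' deposited table gives them. Of the ABA change, 138% was undone in *Aplnr* and 281% in *Mrgprb1*. *Mrgprb1* belongs to the granulocyte and mast cell markers, of which 5 of 9 were lower in WR than in ABA (Fisher's exact test, adjusted p = 0.0693). In WR against CON, 9 of these 10 genes lost the threshold with the Benjamini-Yekutieli adjustment, all but *Prnd*, as did *Prnd*, *Mrgprb1* and *Top2a* in ABA against CON.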

The top 10 DEGs (when adjusted *p*-value was taken into consideration) included *Fbn1 (*fibrillin-1), *Col5a2* (collagen alpha-2(V) chain), *Emp1* (epithelial membrane protein 1), *Inmt, Msln* (mesothelin), *Ahnak (*desmoyokin*), Fmo1, Kcp* (kielin/chordin-like protein), *Itpripl2* (inositol 1,4,5-trisphosphate receptor-interacting protein-like 2), *and Large1* (LARGE xylosyl- and glucuronyltransferase 1) (Fig. 3G). 

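Among protein-coding genes, *Fbn1* and *Col5a2* ranked 1 and 2 by p of WR against ABA, and the other genes given singly here ranked from 13 (*Emp1*) to 43 (*Itpripl2*). *Fbn1*, which forms the microfibrils of elastic fibers, was 9.42-fold higher in WR than in ABA, and its log2 fold change in the authors' deposited table was 3.24 (SE 0.19, adjusted p = 9.56e-09). The fibrillar collagen gene *Col5a2* was 4.54-fold higher (log2 2.18, SE 0.13, adjusted p = 9.56e-09, in the authors' deposited table), *Emp1* 7.92-fold, the mesothelial surface gene *Msln* 3.89-fold, *Ahnak* 2.11-fold and *Kcp*, a secreted regulator of TGF-beta family signaling, 7.37-fold. *Itpripl2* was 1.76-fold higher, with an SE of 0.07 on the log2 scale. These genes were below CON in ABA and above CON in WR, and all but *Msln* lost the threshold in WR against CON with the Benjamini-Yekutieli adjustment. Of the 46 extracellular matrix genes, 40 were higher in WR than in ABA (Fisher's exact test, adjusted p = 4.41e-17), as were 17 of 22 fibroblast and progenitor markers (adjusted p = 2.98e-06), 26 of 28 type I interferon response genes (adjusted p = 1.05e-12), 26 of 32 cell cycle genes (adjusted p = 5.05e-10) and 13 of 18 blood endothelial markers (adjusted p = 0.000232, with 14 adjusted over the list alone). Markers of macrophages (15 of 24, adjusted p = 0.000686) and of monocytes and dendritic cells (11 of 16, adjusted p = 0.00161) were higher too. Lower in WR than in ABA were 55 of 62 oxidative phosphorylation genes (adjusted p = 1.88e-28, with 60 adjusted over the list alone), 21 of 22 glucocorticoid-responsive genes (adjusted p = 1.48e-12), 23 of 32 fatty acid oxidation genes and PPAR targets (adjusted p = 9.24e-09, with 24 adjusted over the list alone) and 20 of 29 FoxO and autophagy genes (adjusted p = 2.79e-07). For ribosome biogenesis, 16 of 40 genes were lower (adjusted p = 0.0198), and for the circadian clock 10 of 20 (adjusted p = 0.0136), calls that did not hold against random lists matched on average expression (adjusted p = 0.0532 and 0.0691). Other counts of lists were the same when adjusted over the list alone. Over all tested genes, limma's camera with a preset correlation of 0.01 called 17 lists shifted, among them matrix (adjusted p = 2.78e-32) and oxidative phosphorylation (adjusted p = 5.25e-17). The correlation between genes could not be estimated without per-sample values, and at 0.05 the shifts of the macrophage markers (adjusted p = 0.147), of fatty acid and triglyceride synthesis (adjusted p = 0.0550) and of the pericyte and smooth muscle markers (adjusted p = 0.0542) were lost.

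**Figure D2:**
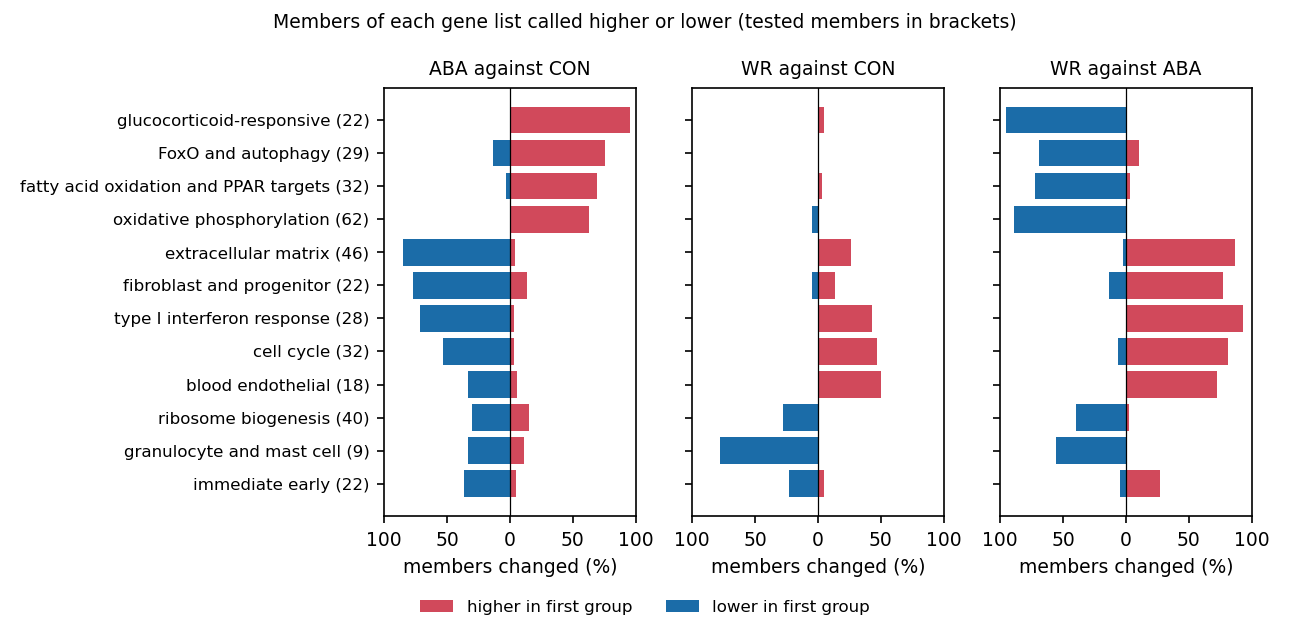
Share of the tested members of 12 gene lists that were higher (red, to the right of 0) or lower (blue, to the left) in the first group of each comparison, in % of the members in brackets. Matrix, fibroblast, interferon and cell cycle genes lie to the left in ABA against CON and to the right in WR against ABA, and glucocorticoid-responsive, FoxO, fatty acid oxidation and oxidative phosphorylation genes the other way.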

Gene set enrichment analysis, highlighted pathways for neonatal hippocampus, graft versus host disease, and lymphatic vessels during metastasis to be highly enriched in WR compared to ABA (Fig. 3H).

We then intersected the ABA DEGs with WR DEGs to pinpoint the potential adipose tissue metabolic memory of under-nutrition and we found that 300 genes that were differentially expressed in the AN state and persisted after weight restoration (Fig. 3B, Supplementary Table 5). 

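Of the 300 genes, 176 were lower and 124 higher, and 258 were protein-coding. With an absolute log2 fold change of at least 1 against CON, 12 were lower and 12 higher. By the larger of both adjusted p-values, *Trim24*, *Tfrc*, *Ifit2*, *Cfd*, *Mup22*, *Tmem45b*, *Carf*, *Pan2* and *Nhp2* were among the first 10. *Tmem45b*, a transmembrane protein gene, was 2.24-fold lower in ABA and 2.95-fold lower in WR than in CON (log2 fold changes -1.16, SE 0.23, and -1.56, SE 0.24, in the authors' deposited table), and the RNA deadenylase gene *Pan2* was 1.46-fold and 1.40-fold higher. Of 40 ribosome biogenesis genes, 8 were among those lower in both (*Tsr1*, *Nop2*, *Nhp2*, *Fbl*, *Heatr1*, *Rrs1*, *Mrto4* and *Gnl3l*, Fisher's exact test, adjusted p = 2.07e-07), whereas in ABA against CON alone 12 of the list were lower and 6 higher (adjusted p = 0.630 for each from the same test, with the same counts adjusted over the list alone). These 8 are among the 11 genes of the list that were lower in WR than in CON, so they are not a separate result. That call was lost with genes called at an adjusted p under 0.01 (Fisher's exact test, adjusted p = 0.584). The list was also fixed after the genes changed in WR against CON had been seen. Among the genes lower in both, the list of granulocyte and mast cell markers held 2 (*Mmp9* and *Ear2*, adjusted p = 0.0542), and that of immediate early genes 2 (*Ier2* and *Socs3*, adjusted p = 0.227). The median size of the ABA change was 0.47 on the log2 scale, with a range of 0.12 to 2.50, and the median share undone in WR was -0.667%. WR against CON was larger than ABA against CON in 155 of the genes. A share near 0 and similar sizes follow from the definition of these genes, which takes no called change between WR and ABA. For 26 genes the 95% confidence interval of WR minus ABA lay within 50% of the ABA change, 15 of them higher and 11 lower, whereas in 31 the unadjusted p of WR against ABA was under 0.05, so a partial return is not excluded for most. Another 91 genes changed in the same direction in both groups and also between them, with a median of 50.0% undone, and 211 changed in opposite directions, against 275 expected from independent lists. Together, 233 genes were lower in both groups against 131 expected in the same way, and 158 were higher in both against 137. Of the opposite changes, 173 were lower in ABA and higher in WR against 167, and 38 the other way against 108. In 100 simulated sets of unchanged groups that shared the CON libraries, 18.1 genes on average and at most 27 met the definition. The CON libraries could not be split without per-sample values, so part of the excess may come from the shared CON libraries. From this intersection, the paper reasons that genes changed in the AN state that did not differ after weight restoration are a potential adipose tissue metabolic memory of under-nutrition.

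**Figure D3:**
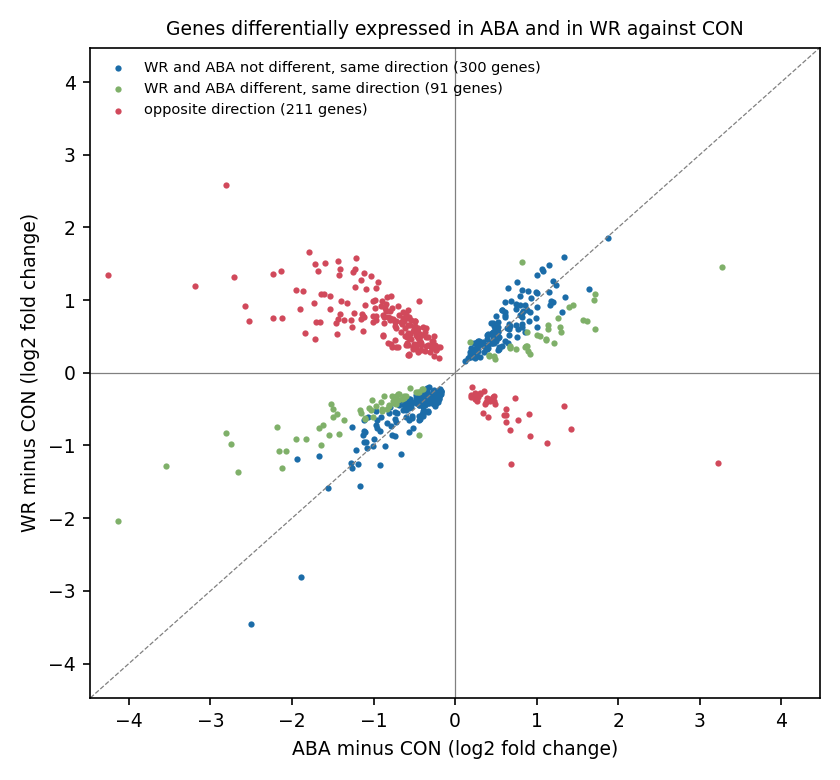
Log2 fold change of WR against CON (vertical axis) against that of ABA against CON (horizontal axis) for the 602 genes changed in both, each point a gene. The 300 genes not changed between WR and ABA lie along the dashed line of equal change, 91 changed in the same direction and also between WR and ABA, and 211 lie in the quadrants of opposite change.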

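In a first set of genes, ABA and WR differed from CON by nearly equal amounts. These genes have some of the largest p-values of WR against ABA among the 300, so nearly equal amounts follow from that choice. *Srm* (spermidine synthase), which makes the polyamine spermidine, was 1.51-fold lower in ABA and 1.52-fold lower in WR (log2 fold changes -0.60, SE 0.12, adjusted p = 0.000819, and -0.60, SE 0.13, adjusted p = 0.0125, in the authors' deposited table). *Rasa3*, a brake on Ras signaling, had log2 fold changes of -0.28 (SE 0.07) and -0.29 (SE 0.07) in the same table, and *Srebf2*, the master regulator of cholesterol synthesis genes, of -0.42 (SE 0.09) and -0.41 (SE 0.09). The sorting adaptor *Gga2*, the nucleolar GTPase *Gnl3l*, the ribosome assembly gene *Mrto4* and the signalosome subunit *Gps1* were 1.36-fold, 1.26-fold, 1.36-fold and 1.25-fold lower in WR. *Ear2*, a ribonuclease of eosinophils and macrophages with close copies in the genome, was 2.01-fold lower, and the GABA receptor subunit *Gabre* was 1.73-fold higher. *Rasal2*, which like *Rasa3* restrains Ras, was 1.23-fold higher, with a log2 fold change of 0.29 (SE 0.09, adjusted p = 0.0491) in the authors' deposited table. Of the other genes of polyamine metabolism, *Amd1* was 1.65-fold lower in WR but did not pass the threshold in ABA, and of the whole list 2 of 10 were lower in WR (Fisher's exact test, adjusted p = 0.186). None of these genes passed the threshold in WR against CON with the Benjamini-Yekutieli adjustment.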

The genes *Srm* (spermidine synthase), *Rasa3* (Ras GTPase-activating protein 3), *Ear2* (eosinophil cationic protein 2), *Gga2* (ADP-ribosylation factor-binding protein GGA2), *Gnl3l* (guanine-nucleotide binding protein 3-like), *Gabre* (gamma-aminobutyric acid receptor subunit epsilon), *Mrto4* (mRNA turnover protein 4 homolog), *Gps1* (COP9 signalosome complex subunit 1), *Srebf2* (sterol regulatory element binding transcription factor 2), and *Rasal2* (RAS protein activator like 2) were identified to be the top ABA genes that did not every back to ‘normal’levels after weight restoration. 

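Between WR and ABA, the log2 fold change of *Ear2* was 0.00 (95% confidence interval -0.59 to 0.59, adjusted p = 0.998 in the authors' deposited table), that of *Gga2* 0.00 (-0.20 to 0.20) and that of *Gabre* 0.00 (-0.39 to 0.39). For *Gnl3l* the interval was -0.16 to 0.16, for *Mrto4* -0.28 to 0.28, for *Srm* -0.29 to 0.28, for *Rasa3* -0.15 to 0.14, for *Gps1* -0.19 to 0.20 and for *Srebf2* -0.18 to 0.19. *Hspbp1*, a cochaperone that releases nucleotide from Hsp70, was lower in ABA and in WR than in CON (log2 fold changes -0.36, SE 0.11, and -0.37, SE 0.11, adjusted p = 0.0104 and 0.0471 in the authors' deposited table), with an interval of -0.26 to 0.23 between both groups. The intervals of *Ear2* and *Gabre* were the widest of these. *Gga2*, *Gnl3l*, *Mrto4*, *Srm* and *Srebf2* lie on chromosomes 7, X, 4, 4 and 15 of GRCm38. By adjusted p of WR against ABA, *Ear2*, *Gga2*, *Gabre* and *Gnl3l* were the 4 genes of the 300 with the least evidence of a difference between the groups.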

Using adjusted *p*-values, we found *Ear2, Gga2, Gabre, Gnl3l, Mrto4, Srm, Rasa3, Gps1, Srebf2*, and *Hspbp1* (Hsp70-binding protein 1) be top 10 persistently dysregulated genes, representing a transcriptomic memory of previous AN state.

### Identification of potential global mediators of chronic weight perturbations

To identify adipose tissue genes that were persistently dysregulated by over- or under-nutrition, we cross-analyzed the RNA seq data from both models of ABA and obesity to determine potential global metabolic memory genes of chronic weight-related perturbations. This comparative analysis identified 5 adipocyte (*Calm2 -* calmodulin-2, *Abcg1 -* ATP-binding cassette sub-family G member 1, *2610203C22Rik, Ucp2 -* uncoupling protein-2, *Vps13d -* vacuolar protein sorting 13D) and 4 SVF (*Slc16a10 -* monocarboxylate transporter 10, *Abcg1, Cfd -* complement factor D, *Aff3 -* AF4/FMR2 family member 3) genes that were persistently changed by former obesity or undernutrition. 

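In the ABA and WR mice, 5 of these 8 genes were higher than in CON and 3 were lower in both groups. *Abcg1*, which exports cholesterol from cells, was 1.42-fold higher in ABA and 1.72-fold higher in WR (log2 fold changes 0.51, SE 0.17, adjusted p = 0.0201, and 0.78, SE 0.17, adjusted p = 0.0128, in the authors' deposited table). The mitochondrial carrier *Ucp2* was 1.19-fold and 1.26-fold higher, the aromatic amino acid transporter *Slc16a10* 1.44-fold and 1.39-fold, and *2610203C22Rik* 1.38-fold and 1.61-fold. *Aff3*, a nuclear protein of lymphoid cells, was 1.94-fold and 1.69-fold lower (log2 -0.95, SE 0.22, and -0.76, SE 0.22, in the authors' deposited table). *Cfd* had an average of 12.77 log2 CPM and log2 fold changes of -0.74 (SE 0.13) in ABA and -0.87 (SE 0.13) in WR in the same table. Over the 8 genes, the median share of the ABA change undone in WR was -4.44%. The study chose these genes from its own results, so neither their common direction nor their share undone is independent evidence. Of the 8, *Cfd* alone passed the threshold in WR against CON with the Benjamini-Yekutieli adjustment. The obesity data were not analysed here.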

We then ascertained which genes were altered in opposite directions in these nutritional extremes and found *Calm2* to be increased in obesity but decreased in ABA while *Vps13d* was decreased during obesity yet increased during ABA.

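*Calm2* (ENSMUSG00000036438), 1 of several genes that encode the calcium sensor calmodulin, lies on chromosome 17 from 87433412 to 87446935 of GRCm38, and *Vps13d* (ENSMUSG00000020220), which encodes a lipid transfer protein, on chromosome 4 from 144972622 to 145195005. *Calm2* was 1.40-fold lower in ABA than in CON (log2 fold change -0.49, SE 0.08, adjusted p = 9.63e-05, in the authors' deposited table) and 1.27-fold lower in WR (log2 -0.34, SE 0.08, adjusted p = 0.0179). *Vps13d* was 1.31-fold higher in ABA (log2 0.39, SE 0.08, adjusted p = 0.00113, in the authors' deposited table) and 1.27-fold higher in WR (log2 0.35, SE 0.08, adjusted p = 0.0202). Between WR and ABA, the 95% confidence interval of the log2 fold change ran from -0.02 to 0.31 for *Calm2* and from -0.21 to 0.14 for *Vps13d*, so that 29.2% and 9.64% of the ABA change were undone by the point estimates. With the Benjamini-Yekutieli adjustment both remained past the threshold in ABA against CON and not in WR against CON.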

## Discussion

AN is a chronic condition characterized by extreme malnutrition and excessive physical activity with a high rate of relapse. However, the molecular mechanisms that drive AN recidivism are not fully understood and are likely to involve multiple pathways. We hypothesized that a transcriptomic memory of under-nutrition may play an important role in AN recidivism in a similar manner obeserved in defending the higher set point in over-nutrition during obesity. The most common animal model of AN is the ABA paradigm, wherein mice are subjected to scheduled feeding coupled with free wheel-running. However, a caveat of this paradigm, when typically done, is that most mice will lose 25% of their baseline body weight within a few days, which does not mimic the chronicity of the human condition. In these studies, we prolonged the AN induction phase to an average of 15.5 days, which is twice as long compared to the typical ABA paradigm, to mimic the chronicity of the disease in humans and to facilitate an extended time for the mice to effectively establish a transcriptomic memory of undernutrition.

The white adipose tissue (WAT) is a dynamic endocrine tissue that influences whole body energy homeostasis by acting as an energy reservoir as well as secreting hormones, metabolites and cytokines (Choe et al. 2016). During AN, the WAT shrinks as it is being depleted of energy stores which is accompanied by physiologic, transcriptomic and epigenetic adaptations (Xiao et al. 2020). Transcriptional analysis of the WAT from our modified ABA modelled to the identification of 6588 protein-coding genes that were altered during severe undernutrition. Some of the most notable differentially expressed genes in our study have well-established roles in energy metabolism. Leptin (Matsubara et al. 2002), a well-known adipose-derived anorexigenic hormone whose circulating levels are reflective of adipose tissue expansion and contraction, was decreased with ABA and notably increased in obesity. In addition, nerve growth factor (Bulló et al. 2007), which is the ligand for *Ngfr*, was also decreased in ABA but was reported to be increased by 1.4 fold in the plasma in obese women. In contrast, *Cyp2b10*, a member of the Cytochrome P450 superfamily of enzymes, was increased in ABA, whereas its deletion promoted weight gain and adiposity in mice (Heintz et al. 2019). Moreover, the adipose tissue expression of *Acot5* and *Acot3*, which hydrolyze short acyl-CoA esters in aid of peroxisomal beta-oxidation, were both increased in our ABA paradigm and after a 24-hour fasting in mice (Ellis et al. 2015). 

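Other acyl-CoA thioesterases of the same gene cluster on chromosome 12 rose as well in ABA. *Acot1* (chromosome 12 from 84009490 to 84018371 of GRCm38) was 12.2-fold higher than in CON (log2 fold change 3.61, SE 0.50, adjusted p = 1.85e-05, in the authors' deposited table) and *Acot4* 4.41-fold higher (log2 2.14, SE 0.18, adjusted p = 1.88e-07). In WR, *Acot5* was 50.8-fold, *Acot3* 50.0-fold, *Acot1* 20.0-fold and *Acot4* 4.97-fold lower than in ABA. The 95% confidence intervals of their derived log2 fold changes against CON included 0 (for *Acot4*, -0.56 to 0.21). *Acot4* had the smallest SE of these genes in ABA, and for the others a larger difference from CON is not excluded. These genes are similar in sequence, so reads can be shared between them. Other genes of fatty acid oxidation rose with them, such as the carnitine carrier *Slc25a20* (2.09-fold) and the isomerase *Eci1* (1.70-fold).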

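*Gnrhr* (ENSMUSG00000029255, chromosome 5 from 86180754 to 86197901 of GRCm38) was 14.6-fold lower in WR than in ABA (log2 fold change -3.87, SE 0.45, adjusted p = 3.18e-06, in the authors' deposited table), after its rise in ABA, and 88.6% of the ABA change was undone. Its derived log2 fold change of WR against CON had a 95% confidence interval of -0.46 to 1.46. Genes of lipid synthesis moved in both directions in ABA. Of 28 genes of fatty acid and triglyceride synthesis, 9 rose and 4 fell, with the same counts adjusted over the list alone, and neither direction was over-represented (Fisher's exact test, adjusted p = 0.320 and 0.378). *Acacb*, whose product malonyl-CoA restrains fatty acid oxidation, rose 4.69-fold and the desaturase *Scd1* 2.21-fold, whereas *Pnpla3* fell 2.48-fold.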

*Gnrhr*, the receptor for gonadotrophin releasing hormone, was increased in the adipose tissue in our ABA paradigm. However, data indicated that stimulation of Gnrhr increased lipogenesis in adipocytes in vitro, suggesting it may be acting in a compensatory manner to rescue lipogenesis in adipose tissue during ABA (Li et al. 2022). *Nnat* expression was decreased in the adipose tissue in our ABA paradigm in line with other studies whereby differential expression is associated with lipodystrophy (Braun et al. 2020). Furthermore, the deletion of *Nnat*, is associated with partial leptin resistance resulting in hyperphagia, (Millership et al. 2018) also suggesting a potential role of *Nnat* in metabolic regulation. Additional mechanistic studies are required to examine the direct roles of some of these novel DEGs on feeding behavior and body weight regulation.

Despite CON and WR mice having similar body weights and similar gonadal adipose tissue weights, we still found a large number of differentially expressed genes (n = 1044 DEGs) between these groups including genes with important roles in energy balance and adipose tissue biology. 

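Most changes between WR and CON were small. Of the 1044 protein-coding genes in the authors' deposited table, 88 were higher and 33 were lower by at least 1 on the log2 scale, and the median change was 1.40-fold. The other 130 changed genes were of other biotypes, 116 higher and 14 lower. Of 22 glucocorticoid-responsive genes, *Per1* alone was changed (1.63-fold higher, log2 0.71, SE 0.17, adjusted p = 0.0222, in the authors' deposited table), and it was also the only changed gene among 20 clock genes. Of 32 fatty acid oxidation genes and PPAR targets, *Angptl4* alone was changed, and of 62 oxidative phosphorylation genes 3 were lower, the ATP synthase subunit genes *Atp5g1* (1.41-fold), *Atp5g3* (1.40-fold) and *Atp5a1* (1.31-fold), none of which passed when adjusted over the list alone. Of 28 genes of fatty acid and triglyceride synthesis, *Gpam*, which starts glycerolipid synthesis, was 1.62-fold lower but did not pass when adjusted over the list alone, and of 24 genes of cholesterol synthesis and uptake 2 were lower, *Srebf2* among them. None of these 6 lists was over-represented in either direction (Fisher's exact test, adjusted p of 0.619 or more).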

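The peroxidase gene *Gpx3* was lower in WR than in CON, with a 95% confidence interval of the log2 fold change from -2.10 to -1.09, and so was the transferrin receptor gene *Tfrc*, from -2.02 to -1.15. The intervals of *Orm2* (1.20 to 2.50), *Trim24* (0.45 to 0.77), *Pde4b* (0.72 to 1.24) and *Sema6d* (0.48 to 0.87) lay above 0. In folds, *Trim24* was 1.52-fold, *Pde4b* 1.98-fold and *Sema6d* 1.59-fold higher in WR than in CON. Against ABA, WR did not differ past the threshold in *Orm2*, *Trim24* and *Tfrc* (adjusted p = 0.946, 0.198 and 0.924 in the authors' deposited table), whereas *Gpx3* was 2.44-fold lower and *Pde4b* 2.69-fold and *Sema6d* 1.54-fold higher in WR than in ABA (adjusted p = 0.000246, 4.01e-07 and 3.27e-05 in the same table). *Orm2* lies beside close copies on chromosome 4, so its reads can be shared with them.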

A collection of genes had lower expression in the adipose of the WR group compared with CON, including *Gpx3*, *Orm2, Trim24*, *Pde4b*, and *Sema6d*, while expression of *Tfrc* was increased in WR compared to CON. *Gpx3*, which catalyzes the reduction of hydrogen peroxide and lipid peroxides, was decreased in the adipose tissue of insulin resistant and obese patients (Hauffe et al. 2020). *Orm2*, which functions as a major protein carrier in the plasma, when globally knocked-out in mice, increased adipose tissue and body weights (Sun et al. 2016). Whole-body knockout of *Trim24*, an important transcriptional factor for several nuclear receptors, decreased visceral adipose weight (Jiang et al. 2015) and was also decreased in WR compared to CON. Meanwhile, the genetic ablation of *Pde4b*, which catalyzes the hydrolysis of cAMP, reduced body weight and adipose tissue in mice (McDonough et al. 2020) and was decreased in WR compared to CON. Another gene, *Sema6d*, belongs to the semaphorin family of proteins and functions as a signaling molecule and its deletion inhibited M2 macrophage polarization, accompanied by decreased fatty acid uptake and lipid metabolic reprogramming due to downregulation of PPARγ expression (Kang et al. 2018) while WR decreased its expression compared to CON. Adipocyte-specific deletion of *Tfrc*, which is required for the cellular uptake of iron via receptor-mediated endocytosis, decreased body weight and fat mass (Zhang et al. 2021) but was increased in WR compared to CON. We speculate that these transcriptomic adaptations in WR are likely to be part of a complex network of gene interactions that either serve as forward loop or negative feedback mechanisms as the adipose tissue exponentially regains mass during weight restoration after ABA which necessitates further investigations.

It has previosuly been noted that leptin, which signals to the brain to reduce food intake, is significantly increased in AN patients at target weight after weight restoration compared with healthy controls (Holtkamp et al. 2004). When AN patients relapse to a lower body weight, it is speculated that high leptin levels in the circulation represent a counter-regulatory response predisposing to renewed weight loss. Our mouse data is parallel to these observations in humans, signifying that our modified ABA model can be used to study the role of leptin in AN relapse. In future studies, it will be important to establish whether the relative hyperleptinemia observed after weight restoration contributes to hypophagia. Mechanistically, the anorexic effect of leptin is believed to be represented by its action of both the AgRP-expressing neurons (Xu et al. 2018) and POMC-CART-expressing neurons (Balthasar et al. 2004). Deletion of leptin receptors on POMC neurons caused mice to be mildly obese and hyperleptinemic while deletion of leptin receptors in AgRP neurons caused hyperphagia, obesity, hyperglycemia and insulin resistance. We therefore speculate that the combination of increased leptin, and increased *Pomc* and *Cart* during WR drive the hypophagia observed during weight regain from ABA. Moreover, AgRP-expressing neurons have already been implicated in regulating compulsive exercise and survival (Miletta et al. 2020) while POMC-expressing neurons reduced food anticipatory activity in with no significant changes in body weight or food intake (Daimon and Hentges 2022) in ABA mice. Further studies are warranted to examine any persistent effects of AN on the activity of these hypothalamic neurons after weight restoration.

While AN is commonly described as a psychiatric disorder, it is increasingly recognized as a metabo-psychiatric disorder. Large-scale genome-wide association studies found that AN showed significant genetic correlation with both psychiatric disorders and metabolic traits (Duncan et al. 2017; Watson et al. 2019; Yilmaz et al. 2015). Moreover, conditions characterized by chronic over-nutririton, like obesity, and undernutrition, like AN and cachexia, are at the opposite ends of the weight spectrum and might have common pathways that are dysregulated in opposite directions (Foldi et al. 2021; Molocea et al. 2020). This opposing pattern of correlations further highlights that common metabolic pathways might be dysregulated in these extreme states of under- and over-nutrition. We and others have reported significant adipose tissue gene expression changes induced by either obesity or caloric restriction-induced weight loss, that persist after restoration of a normal body weight (Hernandez-Carretero et al. 2018; Zapata et al. 2022; Schmitz et al. 2016; Hahn et al. 2019). In this study, we have identified 300 differentially expressed genes induced by AN that did not revert back to normal levels after weight restoration. Importantly, some of these persistently dysregulated adipose tissue genes identified in the ABA studies have described roles in the pathophysiology of obesity. For example, adipose tissue expression of *Ear2* was decreased by ABA and is also known to be highly expressed in recruited adipose tissue macrophages during obesity (Lumeng et al. 2007). G Protein Pathway Suppressor 1 (*Gps1)* expression was decreased by ABA and previous studies have shown that a downregulation of *Gps1* in adipocytes retarded adipogenesis (Huang et al. 2012). Spermidine synthase (*Srm*) was decreased in the adipose tissue of ABA mice, and the product of this enzyme, spermidine, is known to play a role in lipolysis in visceral fat (Liao et al. 2021) and increased spermidine levels are associated with obesity (Gao et al. 2022). Sterol Regulatory Element Binding Transcription Factor 2 (*Srebf2)*, the master regulator of cholesterol biosynthesis, was decreased in ABA and increased during obesity (Shimano 2009). RAS Protein Activator Like 2 (Rasal2) expression was increased by ABA, while *Rasal2* null mice displayed decreased adiposity (Zhu et al. 2017). In addition, some of the identified persistently dysregulated genes have already proven roles in energy balance regulation. 

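*Socs3*, a feedback inhibitor of leptin and cytokine signaling, was 2.17-fold lower in ABA and 1.93-fold lower in WR than in CON (log2 fold changes -1.12, SE 0.19, adjusted p = 0.000143, and -0.95, SE 0.19, adjusted p = 0.00999, in the authors' deposited table). The matrix-degrading enzyme *Mmp9* was 2.41-fold and 2.48-fold lower (log2 -1.27, SE 0.21, adjusted p = 0.000129, and -1.31, SE 0.22, adjusted p = 0.00388). The arginine methyltransferase *Prmt1* was 1.47-fold and 1.38-fold lower (log2 -0.55, SE 0.09, adjusted p = 9.61e-05, and -0.47, SE 0.09, adjusted p = 0.00923, in the authors' deposited table). Between WR and ABA, the adjusted p-values of these genes were 0.543, 0.908 and 0.495 in the same table. *Socs3* is also an immediate early gene, of which 8 of 22 fell in ABA and 1 rose (Fisher's exact test, p = 0.229 and 0.0655 before adjustment, with the same counts adjusted over the list alone), and *Mmp9* is also a granulocyte marker, in a list of which 3 of 9 fell in ABA and 1 rose (adjusted p = 0.837 for each). With the Benjamini-Yekutieli adjustment *Mmp9* passed the threshold in WR against CON, and *Socs3* and *Prmt1* did not.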

Socs3 (Ueki et al. 2004), Mmp9 (Unal et al. 2010) and Prmt1 (Choi et al. 2021), which had elevated expression levels in obesity that were reversed by weight loss, had decreased expression in ABA and remained decreased in WR.

We hypothesized that there might be common genes that are dysregulated in opposite directions in obesity and AN that might represent global mediators of weight recidivism. Thus, we overlaid the transcriptomic memories of both over- and under-nutrition in the adipose tissues. Interestingly, the majority of the transcriptomic memory genes in these two conditions are mutually exclusive. Only 5 out of 752 adipocyte, and 4 out of 247 SVF transcriptomic memory genes of over-nutrition (Zapata et al. 2022) overlapped with the 300 transcriptomic memory genes of under-nutrition. In addition, despite obesity and AN being on the opposite ends of the weight spectrum, the majority of the common genes were regulated in similar directions. Interestingly, we identified 2 genes, both of which are found in the adipocytes, that could play a universal role in the development of transcriptomic memory of chronic weight perturbations. *Calm2* encodes calmodulin 2, and its expression was increased in obesity but decreased in ABA and was persistently changed in both conditions. *Calm2* plays a role in signal transduction and has been implicated in diabetes where high expression of *Calm2* induced early-onset diabetes or diabetic nephropathy in mice (Epstein et al. 1989; Yuzawa et al. 2008). The second transcriptomic memory gene identified in both data sets was *Vps13d*, which encodes Vacoular Protein Sorting Homolog D, and a frameshift mutation in *Vps13d* is the primary ethiology of Cohen syndrome, a rare genetic disease characterized by trucal obesity as well as developmental delay, mental retardation, microcephaly, and hypotonia (Kolehmainen et al. 2004). Further investigations are warranted to elucidate the roles of these genes in body weight regulation and their potential as therapeutic targets for weight recidivism in both obesity and AN.

Our studies have several limitations. First, our modified ABA model used a relatively short weight restoration period. A longer weight restoration period may have revealed further changes in body weight, which appeared to decrease over time. Furthermore, it would be interesting to determine how long the hypophagic behavior we observed during this period would continue. Second, though the levels of leptin and expression of hypothalamic genes reflect a hypophagic phenotype, further studies are required to prove causation. Third, due to the limited quantity of adipose tissues from ABA mice, we could only conduct a bulk RNA sequencing of the whole adipose tissue. Further studies are needed to determine the cell-type-specific refractory gene expression changes from adipocytes and the immune-cell-containing stromal vascular cells, that are likely to play a dynamic role the transcriptomic memory of ABA and have established roles in metabolic function in obesity (Abete et al. 2006; Caslin et al. 2020). Finally, additional studies are needed to functionally validate the role of the identified DEGs and their role in the regulation of food intake and body weight. Similar to obesity, ABA is likely to also drive persistent changes in the proteome (Geyer et al. 2016), metabolome (Hernandez-Carretero et al. 2018), microbiome (Thaiss et al. 2016) and epigenome (Martínez et al. 2014). For example, we identified several ABA memory genes that potentially play a role in epigenetic regulation of gene expression. 

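In 6 genes that the study names, whose products modify or bind RNA, histones or chromatin, changes against CON were smaller than 1 on the log2 scale, with SEs of at most 0.13. The tRNA methyltransferase *Mettl1* was 1.72-fold lower in ABA and 1.65-fold lower in WR than in CON (log2 fold changes -0.78, SE 0.13, adjusted p = 0.000114, and -0.73, SE 0.13, adjusted p = 0.00593, in the authors' deposited table). The nucleosome-binding protein *Hmgn1* was 1.39-fold and 1.33-fold lower (log2 -0.47, SE 0.07, adjusted p = 2.65e-05, and -0.41, SE 0.07, adjusted p = 0.00388). *Fbl*, which methylates ribosomal RNA, was 1.26-fold and 1.45-fold lower, and the mitochondrial RNA methyltransferase *Nsun4* 1.15-fold and 1.32-fold, so that the point estimates of both were larger in WR. For *Prmt1*, 15.3% of the ABA change was undone in WR. *Brd8*, a bromodomain protein of a histone acetyltransferase complex, was 1.45-fold and 1.26-fold higher (log2 0.54, SE 0.09, adjusted p = 0.000179, and 0.33, SE 0.09, adjusted p = 0.0429, in the authors' deposited table), with 38.4% undone. The study chose these 6 genes from its own results, so the count of 5 lower and 1 higher in each comparison is not independent evidence. With the Benjamini-Yekutieli adjustment *Hmgn1* alone of the 6 passed the threshold in WR against CON, and *Fbl* and *Nsun4* also lost it in ABA against CON.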

*Fbl* (fibrillarin), *Nsun4* (NOP2/Sun RNA methyltransferase 4), *Mettl1* (tRNA (guanine-N(Rosenbaum et al. 2005)-)-methyltransferase), *Hmgn1* (Non-histone chromosomal protein HMG-14) and *Prmt1* (Protein arginine N-methyltransferase 1) were all persistently decreased by ABA while *Brd8* (bromodomain-containing protein 8) was increased by ABA despite weight restoration. Given that most of these genes were downregulated could suggest that their targets are actively being transcribed. Additional future omics-based approaches including adipose tissue ATAC-seq, proteomics and metabolomics will establish a broader picture of the mechanisms that encourage weight recidivism after chronic under-nutrition. The examination of additional metabolic tissues, including muscle, liver and brain should also be performed to determine if they also retain a transcriptomic memory of under-nutrition.

## Conclusions

We were able to design and execute a modified ABA paradigm to model hypophagia seen during AN recidivism. In addition, our mouse model also was able to recapituate the hyperleptinemia observed in weight restored AN patients. Finally, we identified 300 metabolic memory genes of under-nutrition in the adipose tissue which could potentially mediate hypophagia and AN relapse, with *Calm2* and *Vps13d* as potential universal regulators on transcriptomic memory of chronic pertubations in body weight.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

All data for this study are reported in this manuscript. The raw, curated and metadata of RNA sequencing are available at GSE229316.

## Abbreviations

ABA: Activity-based anorexia
AN: Anorexia Nervosa
CON: Control mice
DEG: Differentially expressed gene
SVF: Stromal vascular fraction
WR: Weight restored mice

How the deposited data were processed for this re-analysis (not part of the article)

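Perigonadal white adipose tissue of female C57BL/6J mice was analyzed by bulk RNA seq in 18 libraries, 6 each of control (CON), activity-based anorexia (ABA) and weight-restored (WR) mice, with each library labelled as a separate mouse. The data used here are the authors' per-gene comparison tables, in 5 sheets. The first gives ABA minus CON and lists the genes with an adjusted p under 0.05, the second gives WR minus CON with the same limit, the third gives WR minus ABA for every tested gene, and the others hold the genes changed in both ABA and WR against CON and those of them not changed between WR and ABA. The directions of the sheets were settled from their values and not from their names. The identity between the 3 comparisons fixed their signs relative to each other, and *Lep*, which the paper found reduced in ABA, fixed the common sign. No counts or other per-sample values were used here, so the depth of each library, leave-one-out fits, a block and other splits of the samples were not analysed here, and the spread between mice enters only through the authors' test.

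The authors checked reads with FastQC 0.11.8, trimmed them with Trimmomatic 0.38, aligned them to GRCm38.p6 with STAR 2.5.1a and estimated counts per gene with RSEM 1.3.0, as the paper's methods and the submitters' processing notes state. The authors filtered genes by CPM, scaled by TMM with edgeR and fitted limma-voom with condition as the only term, over all 18 libraries. The log2 fold changes and the average log2 CPM of each gene were deposited as the authors' fit gave them. The score of each comparison is the moderated t that the authors' limma fit gave before the tables were deposited. The p-values are those of that moderated t, adjusted by the authors with the Benjamini-Hochberg method over all 16272 tested genes. The text of the paper does not name the strand setting of the counting, so reads of overlapping and antisense genes are uncertain, as are those of near-identical gene copies, which RSEM divides by estimate.

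From these tables the SE of each log2 fold change was computed as the fold change divided by its moderated t. The 95% confidence intervals used 18.4 degrees of freedom, recovered from t and p. For ABA genes that the WR against CON sheet does not list, WR minus CON was derived as ABA minus CON plus WR minus ABA, and likewise ABA minus CON for WR genes. The SE of a derived value was estimated from those of the other comparisons. Over the 602 genes listed in both sheets, it was 0.994 times the deposited one at the median, and 0.711 to 1.08 times at the 2.5th and 97.5th percentiles, so the interval of a single derived value can be too narrow or too wide. Derived calls of WR minus CON equalled the listing in 7427 of 7531 genes. The share of the ABA change undone in WR is WR minus ABA divided by CON minus ABA, per gene. Changed genes are those with an adjusted p under 0.05 in the authors' deposited tables.

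Before the data were examined, 37 gene lists, the tests and the alternatives were fixed, but the first 1999 genes of Supplementary Table 1, all of Supplementary Table 2 and the first 1130 genes of Supplementary Table 3 had been seen. Each list was tested among the genes higher, and separately among those lower, with a two-sided Fisher's exact test against all tested genes. The p-values were Benjamini-Hochberg adjusted over the 34 lists with at least 5 tested members and both directions, within a comparison. Counts adjusted over the list alone take genes not listed in the ABA and WR against CON sheets as not changed, so they are lower bounds there. The count at an unadjusted p under 0.05 can be given for WR against ABA alone, because the other sheets list only changed genes. For WR against ABA, lists were also tested with limma's camera on the moderated t of all tested genes, with a preset correlation between genes of 0.01. Fisher's test takes genes as independent, and genes of a list are not.

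The genes named in the text are those that the paper names for these samples, the 10 protein-coding genes with the largest rise and the 10 with the largest fall per comparison among changed genes with an average log2 CPM of at least 0, the 10 genes of the intersection with the smallest larger adjusted p, and up to 4 members per list with the smallest adjusted p. This rule was also fixed beforehand, and members of short list counts and genes singled out within a list were added after their values were seen. Positions are from GENCODE M21 on GRCm38, matched by Ensembl identifier. Some genes that the rule would name are not reported here.

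The alternatives were an adjusted p under 0.01, an absolute log2 fold change of at least 1, protein-coding genes alone, an average log2 CPM of at least 0, the Benjamini-Yekutieli adjustment, other definitions of a gene not changed between WR and ABA, 10000 random lists matched on average expression, and a preset correlation of 0.05 or ranks for camera. Random lists matched on transcript length or GC content, and genes in the middle 3 of 5 equal groups by transcript length, were added after the data had been seen. Chance overlap with shared CON libraries was computed in 100 simulated sets of unchanged groups.

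The steps were tested on simulated data of 6 libraries per group. There the derived WR minus CON differed from the fitted one by at most 8.68e-15 over 666 genes, and 92.0% of its 95% intervals held the simulated value. Of genes simulated as changed alike in both groups, 40.8% of 98 with a log2 change of 0.5 and 78.4% of 102 with a log2 change of 1.0 were called so, and 96% of 125 such calls were right. Fewer genes changed there than in the data, none returned in part, and errors were independent between genes. These shares therefore do not carry over to the genes called so in the data. A planted list of 30 genes had an adjusted p of 1.00e-09 in Fisher's exact test. The work used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.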

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

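The tests of a length bias of the CON libraries, of low expression among WR calls, of chance with shared CON libraries, of the time of day and of handling were chosen after the results were seen, as were the random lists matched on transcript length, and length trends had been seen before the other tests of length were written.

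Of the genes changed in both groups, 211 changed in opposite directions against CON in ABA and in WR, with the direct comparison of WR and ABA past the threshold, against 275 expected from independent lists. Simulated unchanged groups gave at most 1, which is low by construction, since shared CON libraries move both comparisons the same way, and does not bear on groups with real changes. Gene lists that the paper does not discuss in WR against CON held more changed genes than the share over all tested genes by Fisher's exact test. All genes changed in WR against CON had been seen before the lists were fixed, so these tests were not blind to the calls. Higher in WR were 12 extracellular matrix genes, 15 cell cycle genes, 12 type I interferon response genes, 9 blood endothelial genes and 5 adipokine and secreted factor genes. Lower in WR were 11 ribosome biogenesis genes, 4 endoplasmic reticulum stress genes, 5 immediate early genes and 7 granulocyte and mast cell genes. Among changed genes of non-coding and other biotypes, 80.5% were higher in ABA than in CON and 89.2% were higher in WR. Over 10 equal groups of protein-coding genes by GC content of the transcript, 29.9% were higher and 16.1% lower in ABA than in CON in the group of lowest GC content and 10.1% and 44.0% in that of the highest, and the median log2 fold change of WR against ABA ran from -0.08 to 0.23.

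Genes higher in WR than in CON had longer transcripts (median 4403 nucleotides) than genes lower in WR (2698 nucleotides), against 3473 nucleotides over all protein-coding genes. Average expression of long and short transcripts does not account for it, since within each of 3 equal groups by average expression the share of higher genes differed by at least 47.6 points (SE 8.78) between the longest and shortest of 5 equal groups by length. A length bias as the source of the gene list calls is argued against by 8 of 9 list calls that held against random lists matched on transcript length, all but endoplasmic reticulum stress. A length bias of the CON libraries alone stays open: the median log2 fold change of WR against ABA still differed by 0.13 (SE 0.026) between the longest and shortest of 10 equal groups, but that comparison also holds the changes of ABA itself, so its bound was wrong by design. The biological alternative, that weight restoration itself changes long and short transcripts differently, was not tested.

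Of 2711 tested genes of non-coding and other biotypes, 759 were higher in ABA and 116 in WR, and changed ones were mostly higher, apart from processed pseudogenes in WR (3 higher and 5 lower). Low average expression does not account for this in ABA, where 34.0% of expression-matched protein-coding calls were higher, and in WR it is argued against as the whole source, since 68.5% of matched calls were higher (60.3% to 78.3% over 100 draws), 20.7 points (SE 3.92) below the non-coding share, though a part of that share stays open. Unspliced RNA of protein-coding genes stays open: the share of non-coding genes higher in ABA was 3.43 points (SE 1.73) larger inside than outside protein-coding spans, which is under the bound of 5 points set beforehand but by less than its SE. That spread was taken into account only after the value was seen, and among changed genes 90.9% inside and 69.1% outside such spans were higher. A change of non-coding transcription with ABA and WR was not tested.

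The 300 genes changed alike in ABA and WR rest on the same CON libraries in both comparisons. Chance with shared CON libraries gave at most 27 such genes in a simulated set, but the simulation draws genes independently and correlated genes in the same libraries may exceed that. Another time of day in CON stays open: 0 clock genes are among the 300. Yet of 12 clock genes with an interval of WR minus CON, 5 exclude 0 (*Per1*, *Bhlhe40*, *Bhlhe41*, *Rora* and *Dbp*). For comparison, that interval included 0 in 73.7% of all ABA genes. By the paper's Methods, each CON mouse was sacrificed when its paired ABA mouse dropped out, but no hour is given. An early response to handling in CON also stays open, with 2 immediate early genes (*Socs3* and *Ier2*) among the 300. A lasting effect of ABA is the biological alternative, and it cannot be told apart from a difference of the CON libraries that both comparisons share, because the tables used here hold no values per library.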

How the results depend on the processing

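Random lists matched on transcript length or GC content and the middle 3 of 5 equal groups by transcript length were chosen after the results were seen, and all other alternatives were set beforehand. Genes lower than CON stayed the larger group in ABA and genes higher in WR stayed the larger group against CON and against ABA under each alternative run on those counts. The genes changed alike in ABA and WR turned from 124 higher and 176 lower to 12 and 12 with an absolute log2 fold change of at least 1 and to 15 and 11 under the equivalence rule below. In camera, cholesterol synthesis and uptake turned from lower (adjusted p = 0.815) to higher with ranks (0.750), past the threshold in neither. With an absolute log2 fold change of at least 1, 1698 genes were changed in ABA against CON, 167 in WR against CON and 1893 in WR against ABA, and 24 were changed alike in ABA and WR. In WR this raised the share of higher genes from 56.0% to 79.6%. With the Benjamini-Yekutieli adjustment these counts were 4416, 59, 4498 and 17. An adjusted p under 0.01 left 145 genes in WR against CON, 41 changed alike (39 of them among the 300) and 5 list calls in WR against CON, 4 of them among the 12 at 0.05, of which 3 belong to the 2 lists of genes named in the study, chosen on these samples. An equivalence rule on the 95% interval of WR minus ABA left 26 of the 300, and the middle 3 of 5 groups by transcript length left 188, which drops genes by construction. The median share of the ABA change undone was 91.2% with an absolute log2 fold change of at least 1, 89.1% at an adjusted p under 0.01 and 90.5% in protein-coding genes. The smaller counts follow from the stricter thresholds, and for the median share the cause was not tested. Counts adjusted again over protein-coding genes or genes with an average log2 CPM of at least 0 stayed within 1.5 times, and are lower bounds against CON because only changed genes are listed there. With the Benjamini-Yekutieli adjustment, 44 calls of named genes were lost and 19 kept in WR against CON, 14 lost and 59 kept in ABA against CON, and 1 lost and 81 kept in WR against ABA. List calls, of over- or under-representation, were lost in 18 cases and gained in 5 with genes at an adjusted p under 0.01, 9 and 3 against lists matched on expression, 5 and 4 on GC content and 4 and 3 against protein-coding genes, and 2 were lost with lists matched on length. In camera, 3 were lost at a correlation of 0.05 and 1 with ranks. No paired analysis was possible because the values used are comparisons that carry no replicate numbers, although the paper's methods pair each CON mouse with an ABA mouse by the time of sacrifice. Small changes of genes with few reads are least precise, and the depth of each library was not analysed here.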

Differences from the paper's values

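For protein-coding genes of ABA against CON, the paper's text gives 3954 and 2634 genes, both as upregulated. In the authors' deposited table 2634 were higher and 3954 lower. None of the alternatives set before the data were examined brings the number of higher genes to the paper's first count (1842 at an adjusted p under 0.01 and 471 with an absolute log2 fold change of at least 1).

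The paper's text describes *Orm2*, *Trim24*, *Pde4b* and *Sema6d* as decreased in WR. Their log2 fold changes of WR against CON in the authors' deposited table are 1.85, 0.61, 0.98 and 0.67. *Tfrc* is described as increased, with a value of -1.59 in that table, and *Gpx3* as decreased, with a value of -1.60. The group labels of the heatmaps in Fig. 3G and Fig. 3J run opposite to the tables, while the volcano plots run the same way. The genes that the text introduces as those of WR and ABA not back at the CON level, such as *Inmt* and *Fbn1*, were on the other side of CON in WR, which held for all 18 such genes.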

Other observations

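None of the tests in this part was chosen after its result was seen, apart from the naming of single genes within a list. The lists themselves were fixed after the genes changed in WR against CON had been seen.

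Genes of lipid handling moved in both directions in ABA. The monoacylglycerol lipase gene *Mgll* was 2.34-fold lower than in CON. Of 22 genes of lipolysis and lipid droplets, 8 rose and 5 fell in ABA, 9 were higher and 9 lower in WR than in ABA (10 lower when adjusted over the list alone), and none differed between WR and CON by limma. Of 24 genes of cholesterol synthesis and uptake, 13 fell and 3 rose in ABA (Fisher's exact test, adjusted p = 0.0161 for the fall, and 0.0884 against random lists matched on average expression), and 6 were higher and 4 lower in WR than in ABA (8 and 4 adjusted over the list alone). The lanosterol demethylase gene *Cyp51* was 7.53-fold higher in ABA. Of 15 thermogenic genes, 5 rose and 1 fell in ABA, among them the fatty acid elongase gene *Elovl3* (8.62-fold) and the coactivator gene *Ppargc1a* (4.39-fold), 7 were lower and 1 higher in WR than in ABA, and none differed between WR and CON by limma. Of 28 genes of fatty acid and triglyceride synthesis, 11 were lower and 2 higher in WR than in ABA (Fisher's exact test, adjusted p = 0.0766). Of 25 endoplasmic reticulum stress genes, 12 fell and 5 rose in ABA (Fisher's exact test, adjusted p = 0.0614), and 10 were higher and 6 lower in WR than in ABA. Of 10 polyamine genes, 2 rose and 3 fell in ABA, and 1 was higher and 3 lower in WR than in ABA.

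Of 16 pericyte and smooth muscle markers, 8 fell in ABA, among them *Mcam* (3.28-fold), and 7 were higher in WR than in ABA. Of 15 mesothelial markers, 5 fell in ABA, 6 were higher in WR than in ABA and 2 (*Msln* and *Muc16*) were higher in WR than in CON. Of 18 blood endothelial markers, 6 fell and 1 rose in ABA. Of 9 lymphatic markers, 1 (*Pdpn*) fell in ABA, 1 (*Lyve1*) was lower in WR than in CON, and 4 were lower and 1 higher in WR than in ABA. Against CON, WR had 3 higher and 1 lower of 22 fibroblast and progenitor markers, 2 higher and 1 lower of 16 monocyte and dendritic cell markers and 1 of each of 24 macrophage markers. Of 22 adipocyte markers 7 were higher and 4 lower in WR than in ABA, of 22 secreted factors 9 and 5, and of 22 immediate early genes 6 and 1 (5 and 0 adjusted over the list alone). Of 10 T and NK cell markers, 2 rose and 1 fell in ABA (1 and 1 adjusted over the list alone), 2 were higher and 1 lower in WR than in ABA, and none differed between WR and CON by limma. Of 13 B and plasma cell markers, 1 fell in ABA and 1 was higher in WR than in ABA (0 for each adjusted over the list alone).

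Few markers of tissues beside perigonadal fat changed, some of them by large folds. None of 16 skeletal muscle genes was changed in any of the 3 comparisons by limma, and 0 had an unadjusted p under 0.05 in WR against ABA. Yet their median log2 fold change of WR against ABA was 1.00 with a median moderated t of 0.45. Their errors were thus large, and equal amounts of muscle RNA in the groups cannot be concluded. Of 13 liver genes, 3 rose in ABA (*Tat*, *Hpd* and *Cyp2e1*) and 3 were lower in WR than in ABA. Of 9 genes of the reproductive tract and ovary, 1 rose and 2 fell in ABA, and 1 was higher and 1 lower in WR than in ABA. Of 11 nerve and Schwann cell markers, 2 fell in ABA (*Ngfr* and *Pmp22*) and 2 rose (Fisher's exact test, adjusted p = 0.840 and 1.00), and 1 was higher and 2 lower in WR than in ABA. Of 4 tested markers of mammary and skin epithelium, 1 was higher and 1 lower in WR than in ABA, 1 pancreas marker was tested and not changed, and none of 13 mitochondrially encoded genes was among the tested genes. None of the lists of tissues beside fat was over-represented in any comparison by Fisher's exact test. Apart from the counts given as adjusted over the list alone, these counts were the same under that adjustment.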
